# Whole-transcriptome analysis and construction of an anther development-related ceRNA network in Chinese cabbage (*Brassica campestris* L. ssp. *pekinensis*)

**DOI:** 10.1038/s41598-022-06556-2

**Published:** 2022-02-17

**Authors:** Fengyan Shi, Zhijin Pang, Chuanhong Liu, Li Zhou, Chong Tan, Jie Ren, Xueling Ye, Hui Feng, Zhiyong Liu

**Keywords:** Molecular biology, Plant sciences

## Abstract

Anther development is precisely regulated by a complex gene network, which is of great significance to plant breeding. However, the molecular mechanism of anther development in Chinese cabbage is unclear. Here, we identified microRNAs (miRNAs), mRNAs, long non-coding RNAs (lncRNAs), and circular RNAs (circRNAs) related to anther development in Chinese cabbage (*Brassica campestris* L. ssp. *pekinensis*) to construct competitive endogenous RNA (ceRNA) regulatory networks and provide valuable knowledge on anther development. Using whole-transcriptome sequencing, 9055, 585, 1344, and 165 differentially expressed mRNAs (DEmRNAs), miRNAs (DEmiRNAs), lncRNAs (DElncRNAs), and circRNAs (DEcircRNAs) were identified, respectively, in the anthers of Chinese cabbage compared with those in samples of the vegetative mass of four true leaves. An anther-related ceRNA regulatory network was constructed using miRNA targeting relationships, and 450 pairs of ceRNA relationships, including 97 DEmiRNA–DEmRNA, 281 DEmiRNA–DElncRNA, and 23 DEmiRNA–DEcircRNA interactions, were obtained. We identified important genes and their interactions with lncRNAs, circRNAs, and miRNAs involved in microsporogenesis, tapetum and callose layer development, pollen wall formation, and anther dehiscence. We analyzed the promoter activity of six predominant anther expression genes, which were expressed specifically in the anthers of *Arabidopsis thaliana*, indicating that they may play an important role in anther development of Chinese cabbage. This study lays the foundation for further research on the molecular mechanisms of anther growth and development in Chinese cabbage.

## Introduction

Anther development is an important biological process for male fertility and sexual reproduction in plants; this complex process includes several genes that participate in signal transduction, cell division, apoptosis, metabolism, and transportation, which are activated or inhibited by spatially and temporally fine-tuned regulatory pathways^1,2^. Chinese cabbage (*Brassica campestris* L. ssp. *pekinensis*) is a typical allogamous *Brassica* crop, which displays significant heterosis. The study of anther development is important for Chinese cabbage breeding. Though several genes related to anther development have been identified in Chinese cabbage, such as *BAN103*^3^, *BcMS2*^4^, *BcMF2*^5^, *BcMF5*^6^, *BcMF6*^7^, *BrSKS13*^8^, *BcMF12*^9^, *BcMF13*^10^, *BcMF19*^11^, and *BcMF20*^12^, the molecular mechanism of anther development remains unstudied.

In recent years, with the rapid development of high-throughput sequencing technology, genome-wide differential RNA expression analysis has allowed whole-transcriptome level studies on anther development in flowering plants^13,14^. Messenger RNA (mRNA) is a single-stranded RNA transcribed from a strand of DNA as a template, which carries genetic information to guide protein synthesis. In addition to mRNA, cells also contain various types of non-coding RNAs (ncRNAs), such as small RNAs with regulatory functions [represented by microRNA (miRNA), long non-coding RNAs (lncRNAs), and circular RNAs (circRNAs)]; the regulatory objects of these ncRNAs are related to the mRNA expression.

miRNAs are endogenous ncRNAs (18–25 nucleotides) with regulatory functions and found in eukaryotes^15^. Recent studies have demonstrated that miRNAs play an important regulatory role in the development of flower organs. For example, two novel miRNAs (novel-miR-448 and novel-miR-335) that are specifically expressed in flower buds were identified in Chinese cabbage, and their targeted sucrose transporters, SUC1 and H(+)-ATPase 6, were found to be inhibited, possibly leading to an energy deficiency and pollen abortion^16^. lncRNA is a type of ncRNA, exceeding 200 nt in length, and mainly transcribed from the antisense chain and spacer region of the protein-coding gene. lncRNAs are involved in many important regulatory processes such as genomic imprinting, chromatin modification, transcriptional activation, transcriptional interference, and nuclear transport^17,18^. It has been reported that several lncRNAs activate their neighboring genes through cis-mediated mechanisms. Several lncRNAs also act as sponges to compete with endogenous miRNAs, thus regulating the target genes of miRNAs^19,20^. In recent years, lncRNAs related to anther development have been identified in several plants such as rice, trilobite oranges, and diploid strawberries^18,21,22^. Covalently closed, single-stranded circRNA is a special endogenous ncRNA, which has no free 5' cap structure or 3' poly (A) structure and is insensitive to nuclease; therefore, it is more stable than ordinary linear RNA. Owing to the development of high-throughput sequencing techniques and bioinformatics, thousands of circRNAs have been identified in cells and tissues of different species, most of which are conserved and stable among different species. The expression of circRNAs is cell-, tissue-, and developmental stage-specific. Although many circRNAs have been identified, research on the function(s) of circRNAs and the mechanism of circRNA formation is in its early stages^23,24^. Several studies have demonstrated that circRNAs can be used as competitive endogenous RNAs (ceRNAs) to communicate with and regulate each other at the post-transcriptional level through competitive shared miRNA response elements^25,26^.

Recent studies have demonstrated that the interactions among lncRNAs, circRNAs, miRNAs, and pseudogene transcripts can affect gene expression, and accordingly, a ceRNA hypothesis has been proposed^27^. Increasing evidence has demonstrated that the ceRNA network plays an important regulatory role in many plants. For instance, a ceRNA network was found in *Populus*, revealing its role in adaptation to low nutrition^28^. Fan et al.^29^ constructed a ceRNA network to elucidate the potential mechanism of Paulownia witches’ broom disease by analyzing the expression of miRNAs, lncRNAs, circRNAs, and mRNAs. In rice, a ceRNA network was constructed, which may play an important role in regulating the response of phosphate-starved plants^30^. However, the regulatory network of ceRNA in the anther development of Chinese cabbage has not yet been established, and the interactions among circRNAs, lncRNAs, miRNAs, and mRNAs in anther development require further study.

In this study, we performed whole-transcriptome sequencing of anthers samples (‘Ant’) and samples of the vegetative mass of four true leaves (‘Mix’), identified changes in the expression of miRNAs, lncRNAs, circRNAs, and mRNAs, and analyzed their potential regulatory roles using the Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genome (KEGG) databases. Additionally, a ceRNA network was established, which lays the foundation for exploring the potential regulatory mechanism of Chinese cabbage anther development.

## Results

### Identification of miRNAs and their functions

To fully understand the miRNA repertoire related to anther development in Chinese cabbage, ‘Ant’ and ‘Mix’ sRNA libraries were constructed and sequenced. 

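Small RNA was sequenced from 1 library of ‘Ant’ and 1 library of ‘Mix’, so there is no replicate and no replicate error for any value. ‘Ant’ holds anthers of mixed stages, and ‘Mix’ holds the root, stem and leaf of whole plants at the stage of 4 true leaves, both from a double haploid line. Vernalization at 4 °C for 20 days is given by the paper for ‘Ant’ and by the sample labels for both. The paper gives 1 µg of total RNA per small RNA library, and the labels give 5 µg and mention 9 libraries. The authors mapped sequences of 18 to 25 nt to miRBase 21.0 precursors and to the genome, and deposited for each mature miRNA the number of reads and a normalized number. The numbers of reads are estimated counts, and some of them hold fractions. The normalized values are the reads multiplied by 1 factor per library. The reads of each miRNA were compared with the other miRNA reads of the libraries by a Pearson chi-square test and a two-sided Fisher's exact test, and a miRNA was called when both p-values were at most 0.05 and the absolute log2 ratio of ‘Ant’ to ‘Mix’ was above 1. These tests compare 2 libraries and cannot separate the conditions from the variation between plants. A count of 0 allows up to 3 reads, which is 0.000181% of the reads summed over miRNA names in ‘Mix’ and 0.000179% in ‘Ant’. A ratio given as at least a value is taken against this floor and is not the end of an interval, which can reach nearer to no change. Intervals are at 95% and cover counting error only, since the reads carry no molecular identifiers. Precursor positions are given as in the authors' table, whose genome build its notes do not name.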

A total of 24,706,757 and 22,291,255 raw reads were obtained from the ‘Ant’ and ‘Mix’ sRNA libraries, and after filtering, 13,351,418 and 12,257,469 valid reads were obtained, respectively (Table S1). 

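Reads on the listed miRNAs, each distinct sequence counted once, came to 1346716 in ‘Ant’ and 1393755 in ‘Mix’. They made up 10.1% of the valid reads that the paper reports for ‘Ant’ and 11.4% of those for ‘Mix’. The 3 most read sequences took 32.8% of the miRNA reads in ‘Ant’ and 42.0% in ‘Mix’. The sequence with most reads in both libraries was bra-miR158-3p (TTTCCAAATGTAGACAAAGCA, A08 3341681 to 3341787), with 231032 reads in ‘Ant’ and 343088 in ‘Mix’. It was followed in ‘Ant’ by bra-miR167a with 114470 reads and cas-miR408 with 95935 reads, and in ‘Mix’ by cas-MIR408-p5 with 132240 reads and bra-miR1885b with 109369 reads.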

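In the counts of the paper's Table S2, 24 nt was the most frequent length, with 35.6% of the valid reads of ‘Ant’ and 29.4% of those of ‘Mix’. The next was 21 nt, with 25.7% in ‘Ant’ and 22.6% in ‘Mix’. Among the reads on listed miRNAs the order was different, with 77.2% at 21 nt in ‘Ant’ (Wilson interval 77.1% to 77.2%) and 80.2% in ‘Mix’ (80.1% to 80.3%). Reads of 22 nt made up 17.3% of the miRNA reads in ‘Ant’ and 11.4% in ‘Mix’. Reads of 24 nt made up 0.859% in ‘Ant’ (0.843% to 0.874%) and 0.488% in ‘Mix’ (0.477% to 0.500%). With each distinct sequence counted once instead of each read, 49.1% of the 1152 sequences of both libraries together had 21 nt and 23.8% had 24 nt.

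**Figure D1:**
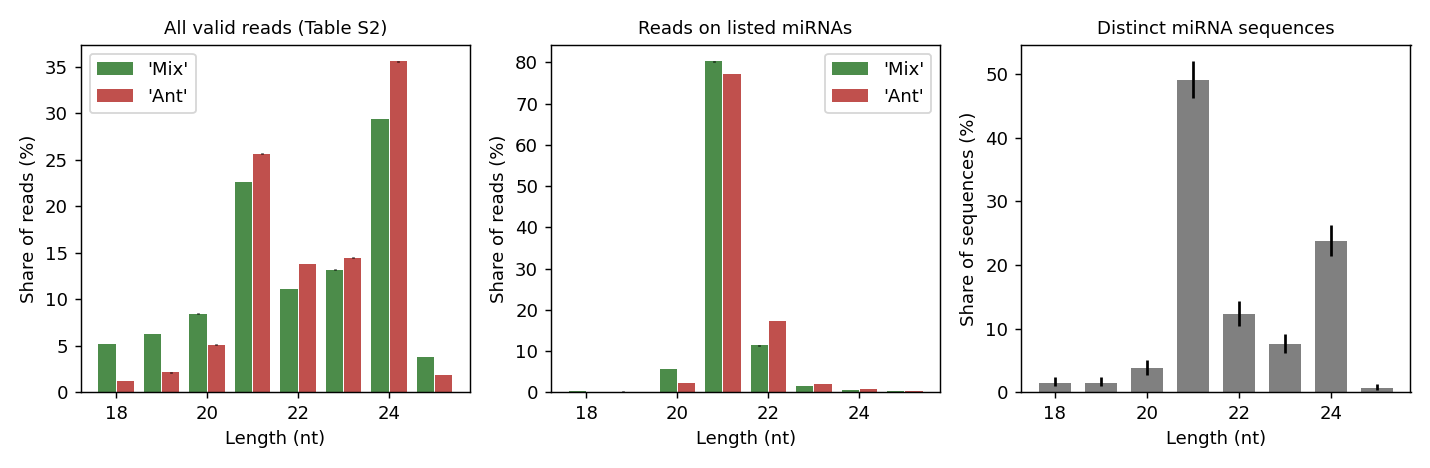
Share of valid reads (counts of Table S2), of reads on listed miRNAs and of distinct miRNA sequences at each length in nt, with Wilson 95% intervals. All valid reads are most frequent at 24 nt, and reads on listed miRNAs at 21 nt.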

Based on original sequencing data analysis and statistics, we calculated the length distribution of the filtered valid data to be distributed in the range of 20–24 nt, which conforms to the typical characteristics of Dicer enzyme cutting (Table S2). 

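The authors' table of expressed miRNAs holds 1359 records, of which 708 are known and 651 have names that start with PC. Known here means any other name. For the sequence in miRBase the authors mark 215 records Yes, 252 Diff and 892 New. The mark New thus also falls on records counted as known, such as that of bra-MIR9569-p3. A miRNA found at several precursors has a record for each, so the records hold 1220 names, 625 known and 595 PC-named, and 1152 distinct sequences. There were 53 sequences with more than 1 name, and up to 5 names on a sequence. Names that differ by a final number, such as bra-MIR9563a-p5_1 and bra-MIR9563a-p5_2, named after their values were seen, can list the same reads for overlapping sequences and are counted apart. Reads were found in both libraries for 1032 names, while 106 names were listed at 0 in ‘Mix’ and 82 at 0 in ‘Ant’. PC-named sequences had a median of 10.5 reads in ‘Ant’ and 5.0 in ‘Mix’, and held 1.43% and 1.30% of the miRNA reads. Known sequences had a median of 18.0 reads in ‘Ant’ and 22.0 in ‘Mix’. At least 10 reads in at least 1 library were found for 848 names, 478 known and 370 PC-named. No genome position is given for 107 known records.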

A total of 1360 miRNAs (709 known and 651 novel) were identified (Table S3). Family analysis of detected miRNAs to explore the existence of miRNA families in other species aids in understanding the conservation of miRNAs in evolutionary relationships. A total of 65 miRNA families conserved in plants were identified in this study (Table S4).

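Members were assigned to the families of Table S4 by the miRNA number in their names, because the copy of the table at hand shortens 4 of its 65 member lists. Families that share a number were joined, which left 61 families. The normalized reads of each family were summed over its distinct sequences. The sums were more than 2-fold higher in ‘Ant’ for 18 families and more than 2-fold lower for 25, and without families at up to 3 normalized reads in both libraries for 17 and 21. The lower families include MIR535 (286.51 to 0 normalized reads), MIR7125 (135.13 to 0.98), MIR2118 and MIR7121. Each of these holds 1 sequence, which has no genome match. For such sequences RNA of another plant in the ‘Mix’ library stays open as an explanation. In 19 families some sequences were called higher and others lower. For the 23 families with at least 5 distinct sequences above 3 reads, the median log2 ratio was compared with 10000 random lists of the same size matched on mean reads. The median lay above the central 95% of the random lists for 4 families (MIR172, MIR393, MIR395 and MIR399) and below it for 4 (MIR159, MIR160, MIR166 and MIR168). Among these 23, the family total rose most for MIR397, from 7669 to 93191 normalized reads, and MIR393 (log2 3.03), and fell most for MIR160 (log2 -3.01) and MIR159, which includes miR319 (log2 -2.32). The assignment to families was chosen after the data were examined. The 1 family total that changed direction with the processing was MIR172, whose log2 ratio was 0.17 over distinct sequences and -0.13 over all names.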

To identify miRNAs, that responded to anther development, and their expression patterns, we compared the ‘Ant’ and ‘Mix’ libraries. 

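Among the 1220 names, 586 were called, 331 higher and 255 lower in ‘Ant’. Of those called higher, 166 were known and 165 PC-named, and of those called lower, 198 were known and 57 PC-named. Counting each sequence once gave 536 calls. The setting that lowered the number of calls most kept only names with at least 10 reads in both libraries and gave 273, of which 123 were higher. With edgeR's exact test at an assumed biological coefficient of variation of 0.4, since none can be estimated from 1 library per condition, 378 of the 586 names were called. Among names with at least 100 normalized reads in the higher library and reads in both, the largest increase was that of aly-miR156h-3p_1ss10CA (A02 6640467 to 6640570), from 1 to 3099 reads, at least 1001-fold against the floor of 3 reads. bra-miR9408-3p rose from 2 to 644 reads, at least 208-fold, PC-3p-6231_249 from 1.5 to 252.5 reads, at least 81.5-fold, and PC-5p-26053_73 from 1 to 129 reads, at least 41.7-fold. bra-miR9556-3p rose from 37 to 5870 reads, a log2 ratio of 7.26 (interval 6.80 to 7.77). The largest decrease was that of ptc-miR167f-3p_L-1 (A09 12926296 to 12926418), from 1247 to 4 reads, a log2 ratio of -8.33 (interval -10.21 to -6.97). bna-miR167d_L-1R+2_1ss2GT had a log2 ratio of -7.15 and PC-3p-2236_580 of -7.08. mdm-miR7125, which has no genome match, and bra-MIR5723-p3 were at least 45.8-fold and 45.1-fold lower, with 1 read each in ‘Ant’. This order uses the reads as listed, and the place of names with 1 or 2 reads in a library rests on those reads. With reads under the floor set to 3, an order chosen after seeing the data, PC-3p-6231_249 and PC-5p-26053_73 give way to ath-miR845a (95 to 10546 reads, log2 ratio 6.75) and PC-3p-3068_446 (6 to 605 reads, 6.61), and mdm-miR7125 and bra-MIR5723-p3 to bra-miR391-3p (7937 to 80.0 reads, -6.68) and bra-miR391-5p (1934 to 20.0 reads, -6.64), 4 miRNAs named after their values were seen.

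**Figure D2:**
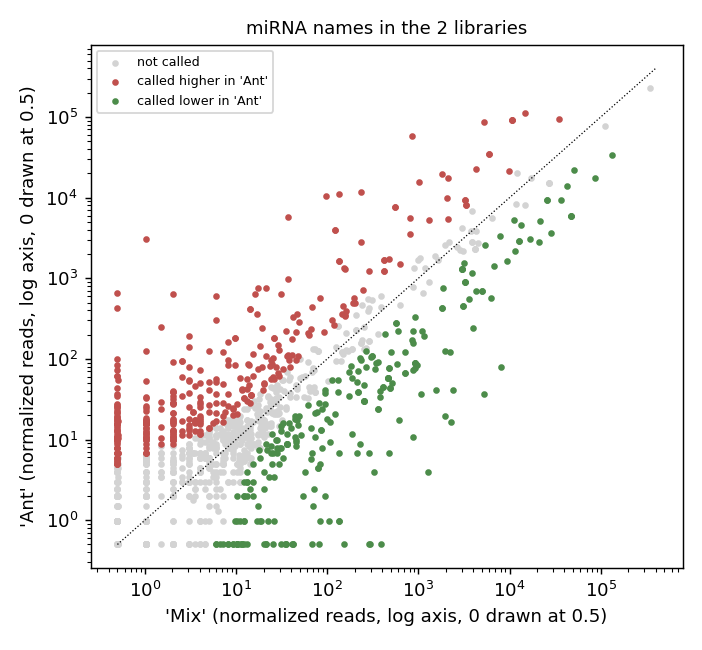
Normalized reads of each miRNA name in ‘Mix’ (x axis) and ‘Ant’ (y axis) on log axes, with the calls in color and the dotted line at equal values. The 331 names called higher lie above the line and the 255 called lower lie below it.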

A total of 585 DEmiRNAs were obtained, including 330 (166 known and 164 novel) upregulated and 255 (198 known and 57 novel) downregulated miRNAs (Table S5, Fig. 1a). Additionally, 55 and 34 DEmiRNAs with specific expression were identified in ‘Ant’ and ‘Mix’ libraries, respectively (Fig. 1b). 

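Called miRNAs listed at 0 in ‘Mix’ numbered 55, of which 39 were PC-named. They had a median of 14.0 reads in ‘Ant’, and 3 of them had at least 100 reads. Most reads were found for aly-MIR845a-p5_1ss17GA (A01 10905318 to 10905445) with 661, at least 213-fold above the floor, followed by bna-MIR6034-p5_1ss23TC with 431 and PC-3p-20672_90 with 100. Called miRNAs listed at 0 in ‘Ant’ numbered 33, of which 3 were PC-named, with a median of 20.0 reads in ‘Mix’. Of these 33, 19 have no genome match in the table. Most reads were found for mdm-miR482a-5p_L-1 with 387, mdm-miR482b with 290 and vvi-miR535a with 282, all without a genome match. When called miRNAs with up to 3 reads in a library were counted in place of those at 0, the numbers were 151 for ‘Ant’ and 64 for ‘Mix’.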

We predicted 3687 target genes for the 585 DEmiRNAs (Table S6).

**Figure 1:**
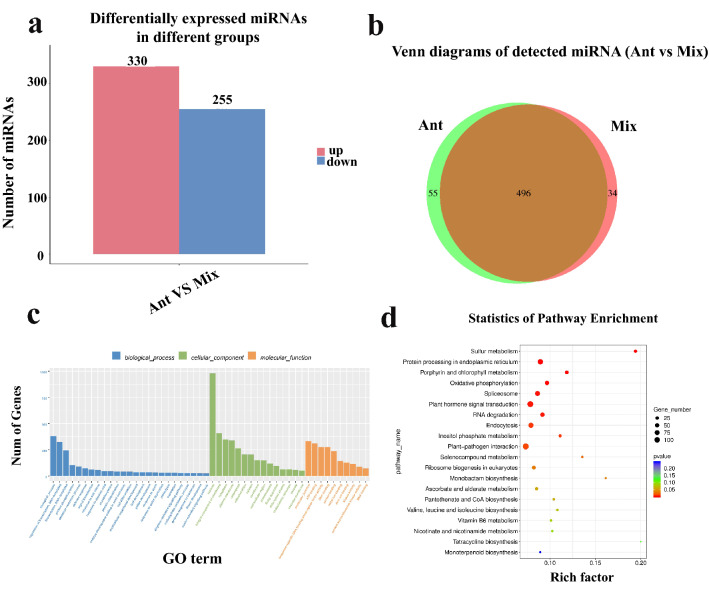
Identification and analysis of differentially expressed miRNAs (DEmiRNAs) between anther samples (‘Ant’) and samples of the vegetative mass of four true leaves (‘Mix’). (**a**) Statistical analysis of the number of upregulated and downregulated DEmiRNAs identified between ‘Ant’ and ‘Mix’; (**b**) Venn diagram displaying the number of DEmiRNAs in ‘Ant’ and ‘Mix’; (**c**) Gene Ontology (GO) classifications of DEmiRNAs; (**d**) Kyoto Encyclopedia of Genes and Genome (KEGG) pathway assignments of DEmiRNAs.

To further understand the potential function of miRNAs, the target genes of miRNAs were analyzed using GO and KEGG (Tables S7 and S8). GO annotation revealed that most DEmRNAs were annotated to the ‘biological process’ (BP) ontology. Additionally, common annotations were ‘regulation of transcription, DNA-templated,’ ‘transcription’, and ‘protein phosphorylation’ in the BP ontology; ‘nucleus,’ ‘integral component of membrane’, ‘cytoplasm’, and ‘plasma membrane’ in the ‘cellular component’ (CC) ontology; and ‘molecular function’, ‘ATP binding’, ‘sequence-specific DNA binding transcription factor activity’, and ‘DNA binding’ in the ‘molecular function’ (MF) ontology (Fig. 1c). KEGG enrichment analysis revealed that the targets of DEmiRNAs were significantly enriched in several pathways that may be related to anther development, including ‘plant hormone signal transduction’, which plays an important regulatory role in plant anther development^31^, ‘endocytosis’, which is essential for the development of male reproductive organs in *Arabidopsis*^32^, ‘plant–pathogen interaction’, which plays a dominate role in recessive genic male sterility of cabbage^33^, ‘protein processing in the endoplasmic reticulum’, and ‘oxidative phosphorylation’, which were also significantly enriched in the comparative transcriptome analysis of tobacco *sua*-cytoplasmic male sterility, indicating that they may be involved in anther development^34^ (Fig. 1d).

### Identification of lncRNAs and mRNAs and their functions

We performed whole-transcriptome sequencing of the ‘Ant’ and ‘Mix’ RNA libraries using the Illumina Hiseq 2500 platform. High-quality clean reads were used to identify mRNAs, lncRNAs, and circRNAs differentially expressed in response to anther development. A total of 139,573,514 and 141,748,652 raw reads were obtained; filtering resulted in 136,757,604 (97.98%) and 139,969,178 (98.74%) valid reads from the ‘Ant’ and ‘Mix’ RNA libraries, respectively. After removing the rRNA genes, the valid reads were mapped to the *Brassica rapa* v3.0 reference genome. The percentage of mapped valid reads in the ‘Ant’ and ‘Mix’ libraries were 89.00% and 92.06%, respectively (Table S9).

The mRNA and lncRNA expression levels were estimated using the FPKM value of Cuffdiff. A total of 2384 lncRNAs and 33,821 mRNAs were identified (Table S3). Compared with those of ‘Mix,’ 1344 lncRNAs and 9055 mRNAs were differentially expressed in the anthers of Chinese cabbage. Among the DElncRNAs and DEmRNAs, 1230 lncRNAs and 5177 mRNAs were upregulated, while 114 lncRNAs and 3878 mRNAs were downregulated in the anther (Table S5, Fig. 2a, d). Next, we compared the identified lncRNAs with the genomic characteristics of Chinese cabbage protein-coding genes. The structural characteristics and expression levels of lncRNAs and mRNAs were significantly different (Fig. S1). Most transcript lengths of mRNA were longer than 1000 bp, while those of lncRNAs were less than 500 bp. The average ORF length of mRNAs was longer than that of lncRNAs. The ORF length of most lncRNAs was 0–50 aa, while the ORF length of most mRNAs was 100–500 aa. Compared with those of mRNAs, lncRNAs had fewer exons, on average, and most lncRNAs had only one or two exons. Additionally, mRNA expression levels were higher than those of lncRNAs.

**Figure 2:**
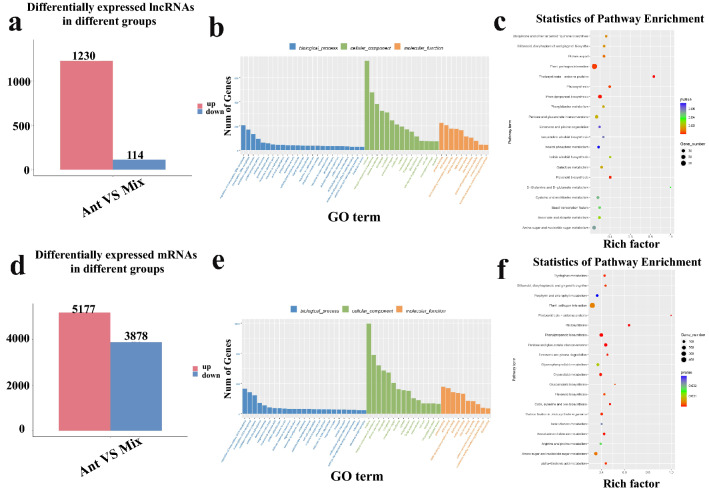
Identification and analysis of differentially expressed lncRNAs (DElncRNAs) and mRNAs (DEmRNAs) between anther samples (‘Ant’) and samples of the vegetative mass of four true leaves (‘Mix’). **(a**) Statistics of the number of upregulated and downregulated DElncRNAs identified between ‘Ant’ and ‘Mix’; (**b**) Gene Ontology (GO) classifications of DElncRNAs; (**c**) Kyoto Encyclopedia of Genes and Genome (KEGG) pathway assignments of DElncRNAs; (**d**) Statistical analysis of the number of upregulated and downregulated DEmRNAs identified between ‘Ant’ and ‘Mix’; (**e**) GO classifications of DEmRNAs; (**f**) KEGG pathway assignments of DEmRNAs.

GO enrichment and KEGG analyses were performed to explore the functions of the DEmRNAs (Tables S7 and S8). DEmRNAs were commonly annotated to the GO terms ‘regulation of transcription, DNA-templated’, ‘oxidation–reduction process’, ‘protein phosphorylation’, and ‘defense response’ in the BP ontology; ‘nucleus’, ‘integral component of membrane’, ‘plasma membrane’, and ‘chloroplast’ in the CC ontology; and ‘protein binding’, ‘ATP binding’, ‘DNA-binding transcription factor activity’, and ‘DNA binding’ in the MF ontology (Fig. 2e). Additionally, many GO terms related to pollen development, including ‘pollen tube growth’, ‘carbohydrate-binding’, ‘plant-type cell wall’, ‘lipid transport’, and ‘cell wall modification’, were significantly enriched. The KEGG analysis revealed that the following pathways were highly enriched in the DEmRNAs: ‘photosynthesis’, ‘photosynthesis-antenna proteins’, ‘phenylpropanoid biosynthesis’, ‘glucosinolate biosynthesis’, ‘pentose and glucuronate interconversions’, ‘glycerophospholipid metabolism’, ‘amino sugar and nucleotide sugar metabolism’, ‘cutin, suberin, and wax biosynthesis’, ‘glycerolipid metabolism’, and ‘alpha-Linolenic acid metabolism’ (Fig. 2f). These GO terms and KEGG pathways of DEmRNAs may be involved in anther development in Chinese cabbage.

lncRNAs can cis-regulate neighboring genes to regulate the expression of transcriptional or post-transcriptional genes^35,36^. lncRNA cis-regulated target genes were predicted based on positional relationships. We searched for lncRNAs and mRNAs with differential expressions 100 Kb upstream and downstream of the chromosomes; these lncRNAs were considered cis-regulated. By analyzing the cis-regulatory function of lncRNAs, a co-expression network of DElncRNAs and DEmRNAs was constructed. Most DEmRNAs and DElncRNAs were one-to-many matching, while several were one-to-one matching (Table S10). Considering that the graph cannot display much network regulation information between lncRNAs and mRNAs, more mRNAs for co-expression with lncRNAs were selected to establish their interaction network graph. As displayed in Fig. 3, both *MSTRG.30152.1* and *MSTRG.23261.1* interacted with ten mRNAs; *MSTRG.29876.1* and *MSTRG.17906.2* interacted with eight mRNAs; and *MSTRG.9161.1* and *MSTRG.5592.2* interacted with six mRNAs.

**Figure 3:**
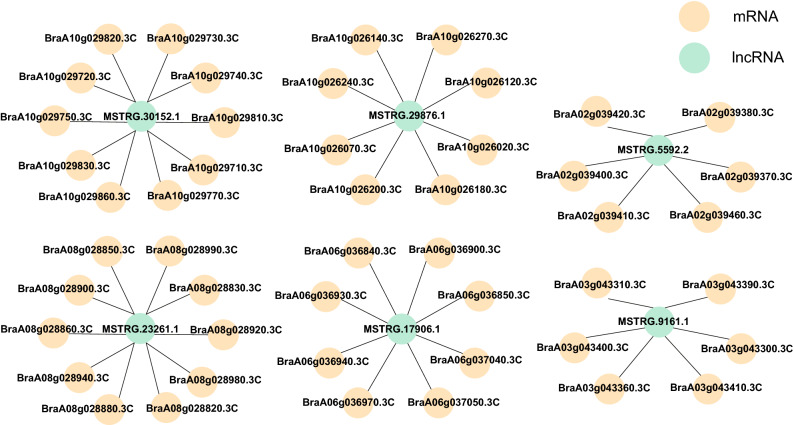
Multiple differentially expressed mRNAs interacted with one differentially expressed lncRNA. Lines indicate interactions.

GO and KEGG enrichment analyses of genes targeted by DElncRNAs were performed (Tables S7 and S8). Similar to DEmRNAs, common GO terms of DElncRNAs were ‘nucleus,’ ‘integral component of membrane,’ ‘plasma membrane’, ‘cytoplasm’, ‘chloroplast’, ‘protein binding’, ‘regulation of transcription’, ‘DNA-templated’, and ‘ATP binding’ (Fig. 2b). We analyzed the KEGG enrichment of the target genes of DElncRNAs and found 127 pathways, of which 16 were significantly enriched KEGG metabolic pathways, including ‘photosynthesis-antenna proteins’, ‘phenylpropanoid biosynthesis’, ‘flavonoid biosynthesis’, ‘plant–pathogen interaction’, ‘photosynthesis’, ‘protein export’, ‘pentose and glucuronate interconversions’, and ‘amino sugar and nucleotide sugar metabolism’, which may be involved in the regulation of anther development (Fig. 2c).

### Identification of circRNAs and their functions

A total of 106 and 65 circRNAs were identified from the ‘Ant’ and ‘Mix’ RNA libraries, respectively (Table S3). We identified 165 DEcircRNAs, including 62 upregulated and 103 downregulated circRNAs (Table S5, Fig. 4a). circRNAs composed of exons or introns were counted using the CIRCexplorer2 software. The results revealed that more than 97% of the circRNAs were full-exon circRNAs (Fig. 4b).

**Figure 4:**
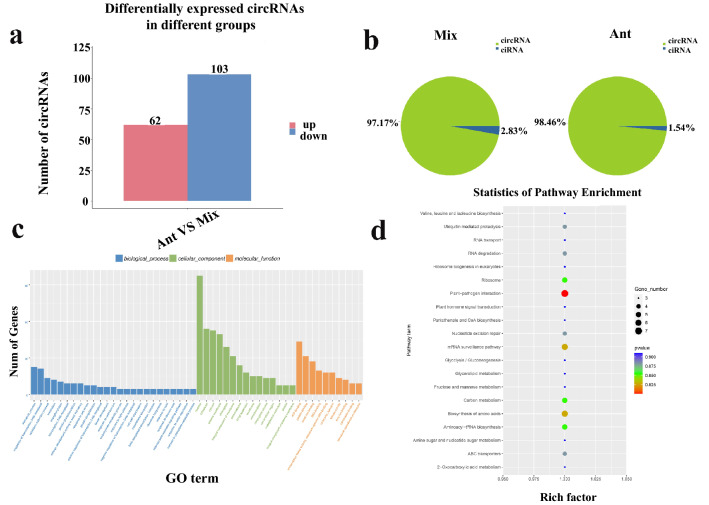
Identification and analysis of differentially expressed circRNAs (DEcircRNAs) between anther samples (‘Ant’) and samples of the vegetative mass of four true leaves (‘Mix’). (**a**) Statistical analysis of the number of upregulated and downregulated DEcircRNAs identified between ‘Ant’ and ‘Mix’; (**b**) circRNAs of ‘Ant’ and ‘Mix’; (**c**) Gene Ontology classifications of DEcircRNAs; (**d**) Kyoto Encyclopedia of Genes and Genome (KEGG) pathway assignments of DEcircRNAs.

To date, a large number of circRNAs have not been functionally annotated^37^. To further understand the functions of circRNAs in Chinese cabbage, we conducted GO and KEGG analyses of the differentially expressed circRNA-hosting genes (Tables S7 and S8). The circRNA-hosting genes were mainly enriched in the GO terms ‘nucleus process’, ‘cytoplasm’, ‘cytosol’, ‘plasma membrane’, ‘ATP binding’, ‘chloroplast’, ‘protein binding’, ‘integral component of membrane’, ‘metal ion binding’, and ‘plasmodesma’ (Fig. 4c). The KEGG enrichment analysis revealed that most circRNA-hosting genes were enriched in the terms ‘plant-pathogen interactions’, ‘mRNA surveillance pathways’, ‘biosynthesis of amino acids’, ‘aminoacyl-tRNA biosynthesis’, ‘carbon metabolism’, ‘ribosome’, ‘nucleotide excision repair’, ‘ubiquitin-mediated proteolysis’, ‘RNA degradation’, and ‘ABC transporter pathways’, which laid a foundation for exploring the function of circRNAs in Chinese cabbage anthers (Fig. 4d).

### Constructing a ceRNA–miRNA–target gene regulatory network related to anther development in Chinese cabbage

It has been reported that lncRNAs and circRNAs can interact with miRNAs through miRNA reaction elements in the ceRNA network^27^. To reveal the global regulatory network of protein-coding RNAs and ncRNAs that are related to anther development based on gene annotation, the DEmRNAs that play an important role in anther development were selected to establish the ceRNA–miRNA–target gene regulatory network based on the ceRNA theory consisting of 49 DEmRNAs, 55 DEmiRNAs, 196 DElncRNAs, and 17 DEcircRNAs. 

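All 55 miRNA names of the network were in the authors' table, and all 55 were called, 30 higher and 25 lower in ‘Ant’. They stand for 44 distinct sequences, 26 higher and 18 lower, and 11 of the names start with PC. Of the 55, 23 had fewer than 100 normalized reads in both libraries, 4 were listed at 0 in ‘Mix’ and 2 at 0 in ‘Ant’. The median log2 ratio, with values under 3 reads set to that floor, was 1.22, at the 99.9 percentile of random lists of 55 names matched on mean reads, whose median was 0.04. The network was built from called miRNAs, so this percentile is not independent of the calls. Called names have no log2 ratio near 0, while the random lists also hold names that were not called. The percentile therefore cannot show a lean of the network beyond that of the calls. Of the network names, 30 of 55 were higher, and of all called names 331 of 586. At the assumed coefficient of variation, 34 of the 55 were called, 20 higher and 14 lower.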

We established candidate ceRNA relationships through targeting miRNA relationships and obtained 450 pairs of ceRNA relationships, including 97 DEmiRNA–DEmRNA, 281 DEmiRNA–DElncRNA, and 23 DEmiRNA–DEcircRNA interactions (Table S11). Perl script was used to integrate lncRNA–miRNA–mRNA and circRNA–miRNA–mRNA networks, and the Cytoscape software (https://cytoscape.org) was used to visualize the regulatory relationship (Fig. 5). In the ceRNA network, the target genes were mainly involved in plant hormone signal transduction, starch and sucrose metabolism, pentose and glucuronate interconversions, RNA degradation, plant–pathogen interactions, carbon metabolism, pyruvate metabolism, and carbon fixation in photosynthetic organisms, based on the KEGG analysis (Table S11). This advanced the understanding of the mechanism of anther development in Chinese cabbage.

**Figure 5:**
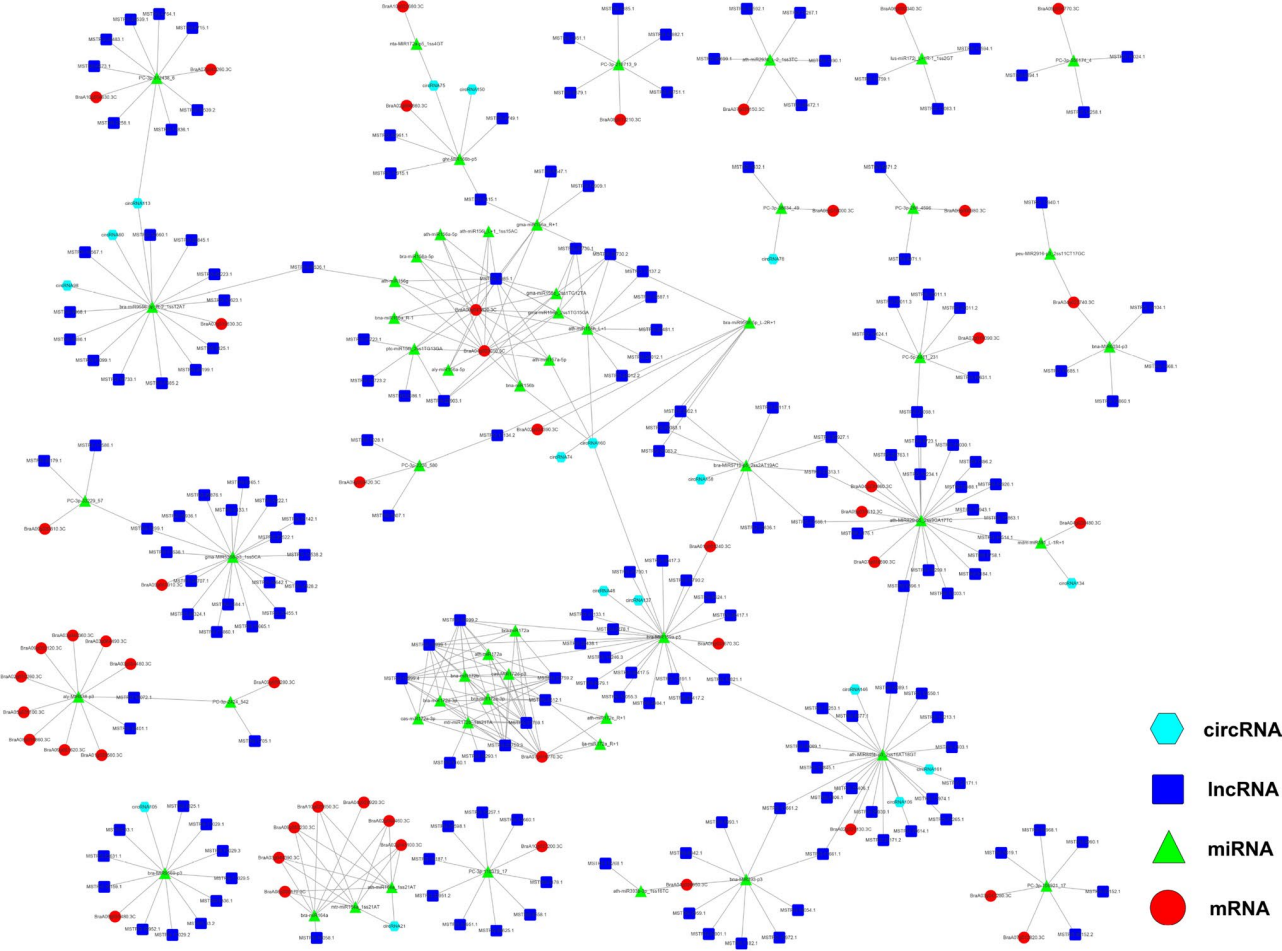
CeRNA network constructed using anther development-related differentially expressed mRNAs, lncRNAs, circRNAs, and miRNAs.

Some important transcription factors, enzymes, and regulatory proteins involved in anther and pollen development were identified in this study. These included AP2-like ethylene-responsive transcription factors (*BraA01g001240.3C,* regulated by 27 DElncRNAs, four DEcircRNAs, and two DEmiRNAs; *BraA07g016770.3C,* regulated by nine DElncRNAs and ten DEmiRNAs). It has been reported that the expression of many AP2 genes in anther deficient mutants also decreased, which may be involved in the regulation of anther development^38^. 

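Both miRNAs paired with BraA01g001240.3C in Table S11 were lower in ‘Ant’. bra-MIR159a-p5 (A07 21272087 to 21272271) had 90 reads in ‘Ant’ and 339 in ‘Mix’, a log2 ratio of -1.96 (interval -2.31 to -1.62). bra-MIR5719-p5_2ss2AT19AC (A03 32238076 to 32238279) had 14285 reads in ‘Ant’ and 41816 in ‘Mix’, a log2 ratio of -1.60 (interval -1.62 to -1.57). The second was not called at the assumed coefficient of variation of 0.4. The 10 names paired with BraA07g016770.3C are miR172 forms with 5 distinct sequences, and 5 names were higher and 5 lower. The sequence named bra-miR172a, ath-miR172a and cas-miR172a-3p had 904 reads in ‘Ant’ and 3162 in ‘Mix’ (log2 -1.85), and that of bna-miR172b and bra-miR172d-3p had 432 and 1782 (log2 -2.09). The sequence of bra-miR172c-3p and cas-MIR172d-p3 had 3983 reads in ‘Ant’ and 120 in ‘Mix’ (log2 5.01). ath-miR172c_R+1 and lja-miR172a_R+1, again with a shared sequence, were at least 30.5-fold higher, and mtr-miR172b_1ss21TA rose from 9 to 24.5 reads. The last was likewise not called at that coefficient.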

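PC-3p-558174_4, paired with BraA09g056770.3C, had 11 reads in ‘Ant’ and 2 in ‘Mix’, at least 3.55-fold higher (log2 interval 0.22 to 5.63, Fisher's exact p = 0.0121). aly-MIR838-p3 (A10 426120 to 426271), paired with BraA08g016860.3C, had 132 reads in ‘Ant’ and 29 in ‘Mix’, a log2 ratio of 2.14 (interval 1.55 to 2.77). ghr-MIR166b-p5, paired with BraA02g036660.3C, fell from 9.5 reads to 1, at least 3.27-fold (log2 interval -8.81 to -0.55, Fisher's exact p = 0.0118). The forms paired with BraA04g029950.3C were ath-miR393b-3p_1ss16TC, with 2844 reads in ‘Ant’ and 233 in ‘Mix’ (log2 3.56), and bna-MIR393-p3, with 17 and 4 reads. Of these 5 miRNAs, aly-MIR838-p3 and ath-miR393b-3p_1ss16TC were also called at the assumed coefficient of variation of 0.4.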

Other transcription factors, enzymes, and regulatiry proteins included ethylene-responsive transcription factors (*BraA09g056770.3C,* regulated by three DElncRNAs and one DEmiRNA; *BraA08g016860.3C,* regulated by two DElncRNAs and one DEmiRNA; *BraA02g036660.3C,* regulated by four DElncRNAs, two DEcircRNAs, and one DEmiRNA), which play an important role in the programmed cell death of papilla cells, compatible pollination, and reproductive growth in *Brassica rapa*^39^; phosphoenolpyruvate carboxylase (PEPC) (*BraA04g029950.3C,* regulated by ten DElncRNAs and two DEmiRNA), which is involved in accelerating the accumulation of storage substances during pollen maturation^40^; squamosa promoter-binding-like protein (SPL) (*BraA04g003010.3C* and *BraA06g043820.3C,* regulated by 15 DElncRNAs, one DEcircRNA, and 13 DEmiRNAs), which is a plant specific transcription factor involved in anther development^41^; and nitrate reductase (*BraA02g024390.3C,* regulated by five DElncRNAs, one DEcircRNA, and one DEmiRNA), whose deficiency has an important effect on flower transformation and nitric oxide release during flower development in *Arabidopsis thaliana*^42^. The above were identified in the ceRNA network, indicating their specific synergistic regulation roles in anther development. 

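BraA04g003010.3C and BraA06g043820.3C are each paired in Table S11 with 13 miR156 and miR157 names, which hold 8 distinct sequences, and 7 names were higher and 6 lower in ‘Ant’. The sequence named aly-miR156a-5p, bra-miR156a-5p, ath-miR156a-5p and bna-miR156a_R-1 had 1308 reads in ‘Ant’ and 2958 in ‘Mix’, a log2 ratio of -1.22 (interval -1.32 to -1.13). ath-miR156g and ath-miR156j_L+1_1ss15AC were also lower, with log2 ratios of -2.47 and -2.04. bna-miR156b and ath-miR157a-5p share a sequence with 8317 reads in ‘Ant’ and 3302 in ‘Mix’, a log2 ratio of 1.29 (interval 1.23 to 1.35). ath-miR156h_L+1 (A02 6640467 to 6640570) had 11884 reads in ‘Ant’ and 234 in ‘Mix’, a log2 ratio of 5.62. The other higher forms were gma-miR156a_R+1 and ptc-miR156l_2ss1TG13GA (log2 2.10 and 3.57), and gma-miR156p_2ss1TG15GA and gma-miR156c_2ss1TG12TA, which share a sequence at least 9.20-fold higher. These directions held when reads were scaled by valid reads. At the assumed coefficient of variation of 0.4 the sequences of bra-miR156a-5p and bna-miR156b were not called, and the other 6 were. The paper states that pairs of miR156 with SPL, miR159 with AP2 and miR164 with NAC genes in the network are related to anther development. The miR159 name of the network is bra-MIR159a-p5, of 19 nt and from the 5′ side of its precursor. bra-miR159a, from the 3′ side of the same precursor, is not in the network and had 6043 reads in ‘Ant’ and 46024 in ‘Mix’.

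**Figure D3:**
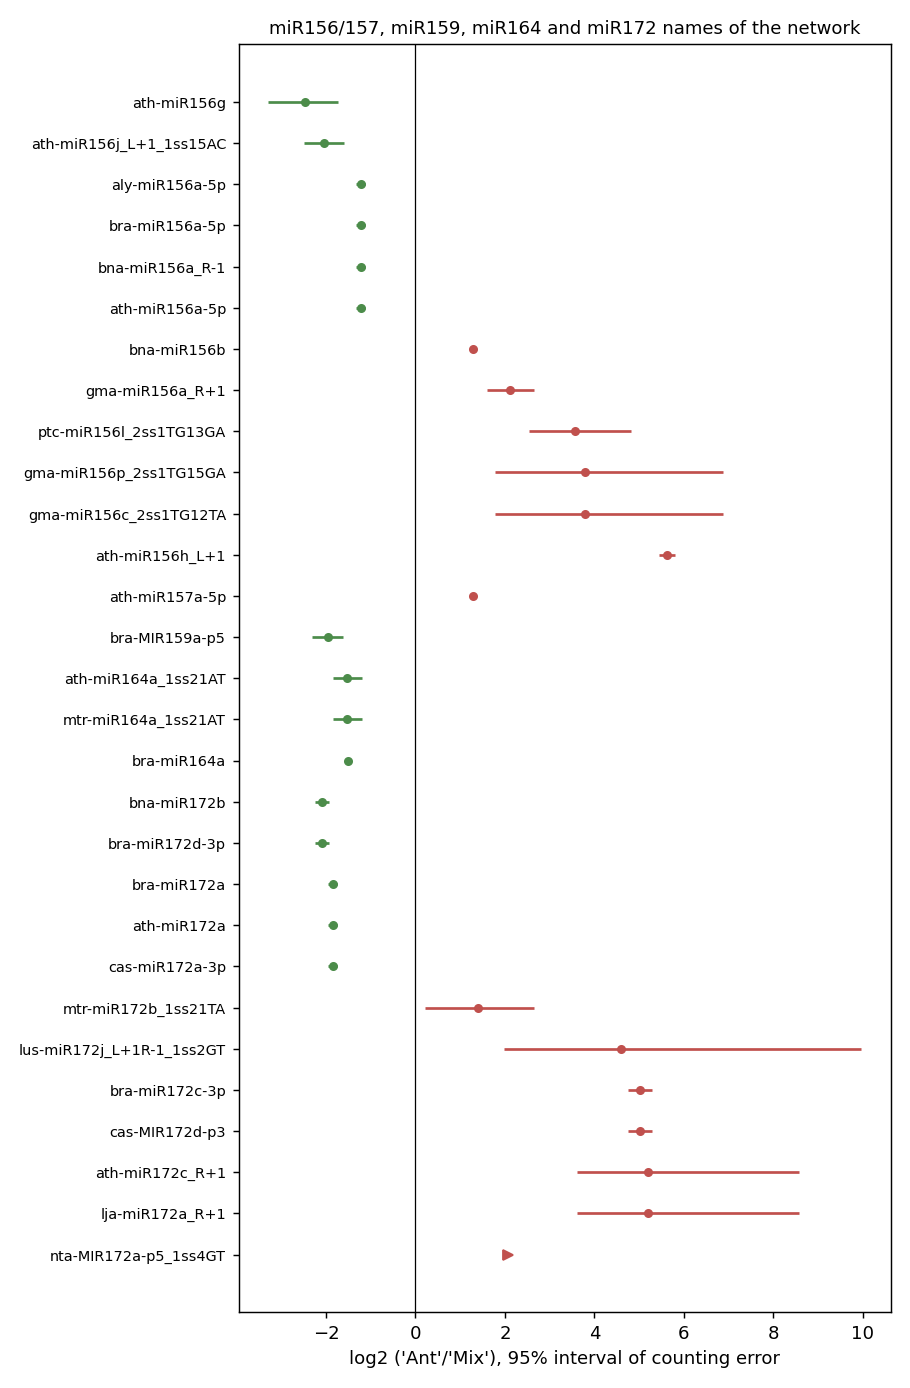
Log2 ratio of ‘Ant’ to ‘Mix’ (x axis) for the miR156, miR157, miR159, miR164 and miR172 names of the network, with 95% intervals of counting error; the arrow marks a lower bound for a miRNA at 0 in ‘Mix’. Names of miR156 and miR172 lie on both sides of 0, also when reads are scaled by valid reads. The miR159 name is bra-MIR159a-p5 and not bra-miR159a. nta-MIR172a-p5_1ss4GT and lus-miR172j_L+1R-1_1ss2GT are from the 5′ side of their precursors, and the other miR172 names from the 3′ side.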

More importantly, several well-studied miRNA–target gene pairs related to anther development were identified in this network, including miR156-SPL, miR159-AP2, and miR164-NAC domain-containing protein pairs.

The following important genes and their interactions with lncRNAs, circRNAs, and miRNAs in the main anther development process of Chinese cabbage were also identified in this study: *BraA06g035480.3C*, which is involved in microsporogenesis; *BraA09g009280.3C*, *BraA04g028920.3C*, *BraA10g022680.3C*, *BraA07g040260.3C*, *BraA03g047280.3C*, *BraA06g033670.3C*, *BraA08g018000.3C*, *BraA07g012820.3C*, *BraA04g026480.3*C, and *BraA07g018590.3C*, which affect tapetum development; *BraA06g000980.3C*, *BraA02g023130.3C*, *BraA10g029650.3C*, *BraA03g044390.3C*, *BraA02g043100.3C*, *BraA08g000170.3C*, *BraA05g031610.3C*, and *BraA02g002460.3C*, which are involved in pollen wall development; and *BraA01g001240.3C*, *BraA07g016770.3C*, *BraA04g023740.3C*, *BraA04g030860.3C*, *BraA09g002120.3C*, *BraA09g053230.3C*, *BraA10g004630.3C*, *BraA05g035100.3C*, *BraA09g032810.3C*, *BraA06g002340.3C*, *BraA07g039150.3C*, *BraA02g019090.3C*, and *BraA09g053910.3C*, which affect anther dehiscence. Our results revealed that the regulatory network of ceRNA–miRNA–target genes may be involved in anther development in Chinese cabbage. Further functional studies of ceRNAs, miRNAs, and target genes will help us better understand the mechanisms of anther development and sexual reproduction.

### Verification of RNA-Seq results

To confirm the quality of the RNA-Seq and the expression patterns of miRNAs, lncRNAs, circRNAs, and mRNAs in the ‘Ant’ and ‘Mix’ groups, 13 DEmRNAs (eight known mRNAs and five novel mRNAs), seven DEmiRNAs (five known miRNAs and two novel miRNAs), seven DElncRNAs, and seven DEcircRNAs were randomly selected for qRT-PCR (Fig. S2). Except for *MSTRG.1758.1* and *MSTRG.6184.1*, the expression patterns of other genes were concordant with the RNA-Seq data, suggesting that the RNA-Seq results were reliable. 

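The 7 miRNAs chosen for qRT-PCR were all called from the sequencing reads. The paper chose them among its called miRNAs, so these calls are no independent test. bra-miR160a-3p (A05 3412737 to 3412863) had 37 reads in ‘Ant’ and 1048 in ‘Mix’, and bra-miR164b-5p (A09 3075705 to 3075795) had 73.6 and 859. PC-3p-138330_13 had 1 read in ‘Ant’ and 18.5 in ‘Mix’, at least 6.37-fold lower (Fisher's exact p = 4.07e-05). bra-miR2111-3p (A01 27429353 to 27429489) had 128 reads in ‘Ant’ and 5 in ‘Mix’ (Fisher's exact p = 4.82e-32). PC-5p-17265_106 had 83 and 23 reads, and PC-5p-900044_3 had 12.5 and 1, at least 4.04-fold higher (Fisher's exact p = 0.00166). ath-MIR829-p5_2ss9GA17TC was listed at 0 in ‘Mix’ and had 63 reads in ‘Ant’, at least 20.3-fold higher. PC-5p-17265_106 was the 1 miRNA of these not called at the assumed coefficient of variation of 0.4 (edgeR exact p = 0.0503). In Fig. S2d, 5 of the 7 went in the direction of their reads, and bra-miR2111-3p and PC-3p-138330_13 went the other way. From the concordance that it reports between qRT-PCR and sequencing, the paper proposes that the RNA-Seq results were reliable.

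**Figure D4:**
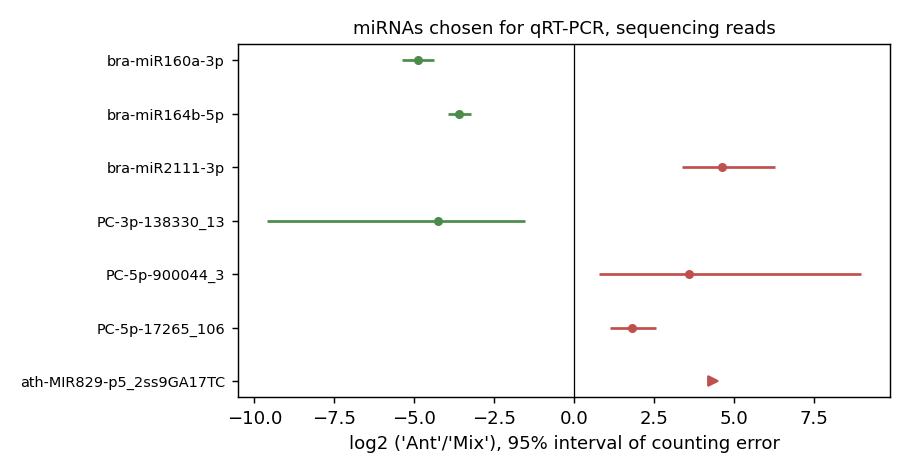
Log2 ratio of ‘Ant’ to ‘Mix’ in the sequencing reads (x axis) of the 7 miRNAs chosen for qRT-PCR, with 95% intervals of counting error; the arrow marks a lower bound. Values left of 0 are lower in ‘Ant’. For bra-miR2111-3p and PC-3p-138330_13, Fig. S2d shows the opposite direction.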

Then, the expression patterns of six predominant anther expression genes (*BraA09g005520.3C*, *BraA01g044980.3C*, *BraA06g036460.3C*, *BraA05g041890.3C*, *BraA04g030880.3C*, and *BraA02g023130.3C*) in different parts of flower organs, including sepals, petals, pistils, anthers, and filaments, were analyzed. The expression levels of these six genes in the anthers were significantly higher than those in the other parts, indicating that these six genes may play an important role in anther development (Fig. S3).

### Promoter activity analysis of predominant anther expression genes

To further explore the function of the identified genes that may be involved in Anther development and analyze their promoter activity, we selected six predominant anther expression genes, including four unknown functional genes (*BraA09g005520.3C*, *BraA01g044980.3C*, *BraA06g036460.3C*, and *BraA04g030880.3C*), one encoding polcalcin Bra n 2-like protein (*BraA05g041890.3C*), and one encoding GDSL esterase/lipase (*BraA02g023130.3C*). RNA-Seq data and qRT-PCR revealed that the expression of these genes in ‘Ant’ was much higher than that in ‘Mix’ (Fig. S2), and their expression levels in the anther were significantly higher than those in other floral organs (Fig. S3). Their detailed spatial expression patterns were examined in *Arabidopsis* plants expressing the promoter-driven β-glucuronidase gene. Histochemical staining demonstrated that GUS signals of the six genes only appeared in the anther (Fig. 6), suggesting that *BraA09g005520.3C*, *BraA01g044980.3C*, *BraA06g036460.3C*, *BraA05g041890.3C*, *BraA04g030880.3C*, and *BraA02g023130.3C* are anther specific genes and may perform important functions in regulating anther development.

**Figure 6:**
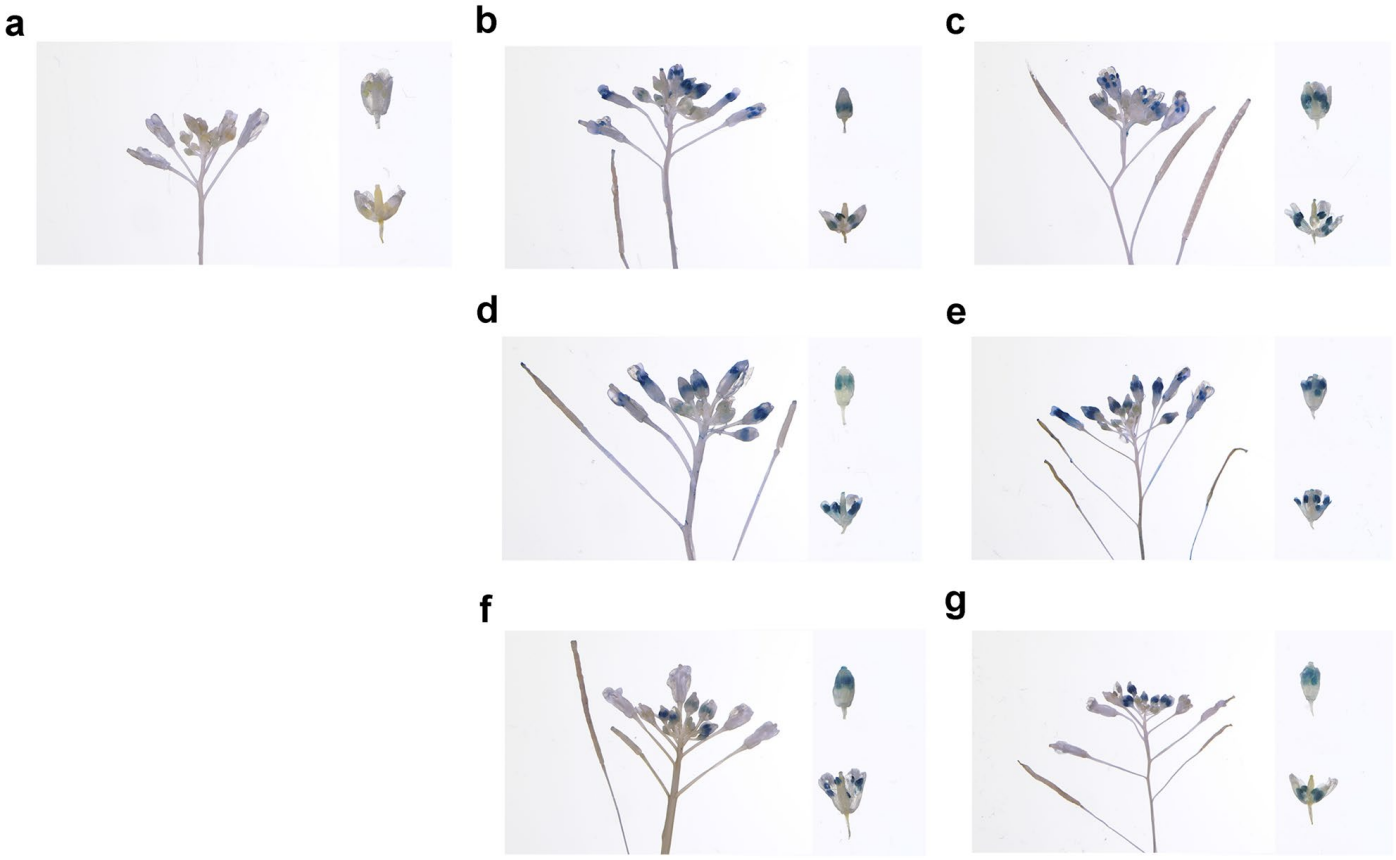
Promoter-GUS activity in wild type and control (**a**), *BraA09g005520.3C* (**b**), *BraA01g044980.3C* (**c**), *BraA06g036460.3C* (**d**), *BraA05g041890.3C* (**e**), *BraA02g023130.3C* (**f**), and *BraA04g030880.3C* (**g**).

## Discussion

lncRNAs and circRNAs have been reported to act as ceRNAs and regulate each other by competitive binding to common miRNA response elements. The ceRNA regulatory network formed by lncRNAs, circRNAs, miRNAs, and mRNAs through miRNA response elements is of great significance to post-transcriptional gene regulation in various physiological and pathophysiological processes^43^. In the ceRNA network, miRNAs play an important role in the connection and regulation of different ceRNAs (lncRNAs and circRNAs). The mRNAs can be translated into proteins with direct functions, while lncRNAs and circRNAs can indirectly affect the expression of mRNAs by competitively binding to common miRNAs^27^. Anther development is an important biological process in plant reproduction, and its gene regulatory network has been gradually revealed. However, a comprehensive identification and analysis of lncRNAs and circRNAs as ceRNAs in the anthers of Chinese cabbage is unavailable. To investigate the function of lncRNAs and circRNAs in anther development in Chinese cabbage, we performed sequencing and whole-transcriptome analysis of lncRNAs, circRNAs, miRNAs, and mRNAs from the vegetative mass of four true leaves (‘Mix’) and anther (‘Ant’) samples. A total of 9055 mRNAs, 585 miRNAs, 1344 lncRNAs, and 165 circRNAs were identified as differentially expressed in the anthers.

Compared with mRNAs, lncRNAs have fewer exons, lower expression levels, and shorter transcript lengths. To date, most of the functions of lncRNAs are not fully understood. Co-expression networks of lncRNAs and mRNAs aid in predicting the lncRNA function^44^. By analyzing the cis-regulatory function of lncRNAs, a co-expression network of lncRNAs and mRNAs was constructed. Most mRNAs and lncRNAs were one-to-many matched, but several were one-to-one matched, similar to those in cucumber^45^. It has been demonstrated that circRNAs play an important role in regulating miRNA-mediated post-transcriptional gene expression^46^. In this study, all 165 circRNAs identified were novel circRNAs, including 62 upregulated and 103 downregulated circRNAs in the anther. Here, we first constructed a ceRNA–miRNA–target gene regulatory network related to anther development in Chinese cabbage based on ceRNA theory to obtain 450 pairs of ceRNA relationships. Our findings provide a systematic recognition of mRNAs and ncRNAs and lay the foundation for further work on the regulation mechanism of anther development and the utilization of hybrid breeding in Chinese cabbage.

Anthers are important male reproductive organs of plants that can produce pollen grains. Anther development is a complex process, involving a series of biological events^46^. During the normal development of microspores, many nutrients, including sugars, starch, amino acids, and proteins, play an important role in the development of anthers^47^. In the anther development-related ceRNA network, *BraA06g033670.3C* (F-box protein), *BraA02g023130.3C* (GDSL esterase/lipase), and *BraA04g023740.3C* (cellulose synthase-like protein) were involved in the starch and sucrose metabolism pathways, and *BraA04g029950.3C* (PEPC) was involved in carbon metabolism, pyruvate metabolism, and carbon fixation in photosynthetic organisms. Previous studies have demonstrated that the plant hormone signal transduction pathway plays an important role in pollen development. The anther development of plants is not only related to the content of several endogenous hormones but also to the direct balance of various hormones^31^. *BraA07g016770.3C* (AP2), *BraA09g056770.3C* (ethylene-responsive transcription factor), *BraA07g039150.3C* and *BraA02g019090.3C* (LRR receptor-like serine/threonine-protein kinase), *BraA02g010260.3C*, *BraA09g009420.3C*, *BraA01g028580.3C*, *BraA09g061620.3C*, *BraA08g013210.3C*, and *BraA03g040360.3C* (serine/threonine-protein kinase), and *BraA06g043820.3C* (SPL) were involved in plant hormone signal transduction pathways. These results can help to further explore the molecular mechanisms of anther development in Chinese cabbage.

The key regulatory genes in the process of anther development have been widely reported in the model plant *Arabidopsis*, including those involved in microsporogenesis, tapetum and callose layer development, pollen wall formation, and anther dehiscence^48^. In this study, we identified a series of genes involved in anther development and their interactions with miRNAs, lncRNAs, and circRNAs (Fig. 7). Studies have demonstrated that the expression of peptidyl-prolyl cis–trans isomerase (PPIase) can affect the pollen fertility of rice by affecting microspore development^49^. In this study, the upregulated DEmRNA, *BraA06g035480.3C* (PPIase), was regulated by *bra-MIR9569-p3*, *MSTRG.11029*, *MSTRG.25631.1*, *MSTRG.5336.1*, *MSTRG.93*, *MSTRG.1825.1*, *MSTRG.19952.1*, *MSTRG.10159.1*, and *circRNA105*, which may be important for microsporogenesis in Chinese cabbage.

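bra-MIR9569-p3 comes from a precursor at A03 29064437 to 29064628 and had 59123 reads in ‘Ant’ and 848 in ‘Mix’. Its log2 ratio was 6.08 (interval 5.98 to 6.18), and it was called under the assumed coefficient of variation of 0.4 as well (edgeR exact p = 4.13e-09). Table S11 pairs it with 11 lncRNAs and 1 circRNA. The paper gives its predicted target BraA06g035480.3C as upregulated, so the miRNA and the target were both higher in ‘Ant’.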

**Figure 7:**
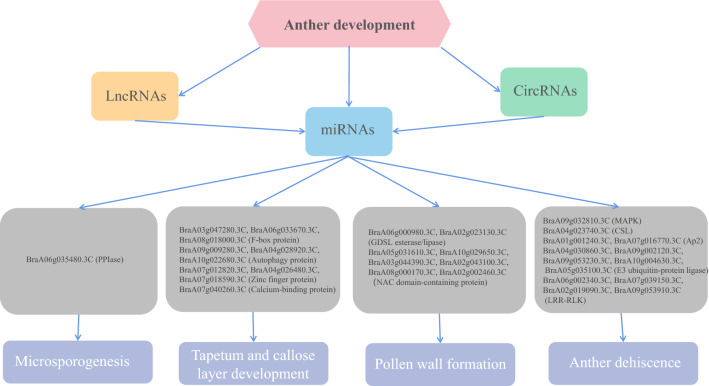
Proposed model of anther development in Chinese cabbage. Differentially expressed miRNAs (DEmiRNAs) act as key regulators that directly target important anther development-related genes. Several differentially expressed lncRNAs and circRNAs can act as ceRNAs to competitively bind to the common miRNA response elements of DEmiRNAs, which may indirectly affect the expression of differentially expressed mRNAs.

The tapetum is composed of a secretory cell, which is an important part of pollen formation. In the early stage of anther development, the tapetum surrounds the anther, providing various nutrients for microspore development. After meiosis of microspore cells, the tapetum secretes callose degrading enzymes, which decompose the callose wall of the cyst tetraspore, thus releasing microspores^50^. The F-box protein has been reported to play an important role in regulating tapetum degeneration and pollen maturation during *Arabidopsis* anther development^51^. Autophagy is an important cellular process that can break down cellular components during aging, starvation, and stress. In *Arabidopsis*, autophagy plays an important role in tapetum programmed cell death and pollen development^52^. Zinc finger proteins play an important role in the late development of the tapetum. Silencing of the tapetum-specific zinc finger gene (TAZ1) leads to premature degeneration and pollen abortion in Petunia^53^. Ca^2^^+^-binding proteins play an important role in regulating cell degradation and pollen formation in the rice tapetum. Ca^2+^-binding protein mutations cause delayed degeneration of tapetum cells, reduced degeneration of the callose wall around microspores, pollen abortion, and complete male sterility^54^. In the present study, *BraA03g047280.3C*, *BraA06g033670.3C*, and *BraA08g018000.3C* (F-box proteins), *BraA09g009280.3C*, *BraA04g028920.3C*, and *BraA10g022680.3C* (autophagy proteins), *BraA07g012820.3C*, *BraA04g026480.3C*, and *BraA07g018590.3C* (zinc finger proteins), *BraA07g040260.3C* (calcium-binding proteins), nine interacting miRNAs, 57 lncRNAs, and seven circRNAs are possibly involved in the development of the Chinese cabbage tapetum.

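Of the miRNAs that Table S11 pairs with these genes, PC-3p-108921_17 (BraA03g047280.3C and BraA07g012820.3C) had 16 reads in ‘Ant’ and 1 in ‘Mix’, at least 5.17-fold higher. PC-3p-2424_542 (BraA09g009280.3C) rose from 145 to 455 reads, a log2 ratio of 1.60 (interval 1.33 to 1.88). nta-MIR172a-p5_1ss4GT (BraA10g022680.3C) was listed at 0 in ‘Mix’ and had 13 reads in ‘Ant’, and PC-3p-312438_6 (BraA07g040260.3C) had 10.5 reads in ‘Ant’ and 1 in ‘Mix’. PC-3p-38634_49 (BraA08g018000.3C) fell from 25.5 to 3.5 reads, a log2 ratio of -2.91 (interval -4.73 to -1.22). mdm-miR391_L-1R+1 (BraA04g026480.3C), which has no genome match, had 31 reads in ‘Mix’ and was listed at 0 in ‘Ant’, at least 10.7-fold lower. These genes are also paired with bra-miR164a (BraA04g028920.3C), bra-MIR159a-p5 (BraA06g033670.3C) and ath-MIR829-p5_2ss9GA17TC (BraA07g018590.3C), whose reads are given elsewhere. PC-3p-2424_542, PC-3p-312438_6 and bra-miR164a were not called at the assumed coefficient of variation of 0.4, and the others were.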

Successful male reproduction in flowering plants requires complex interactions between the anther wall layer and reproductive cells. The key to pollen development is the timely degradation of the anther wall layer and tapetum. Three GDSL esterase/lipase proteins, OsGELP34, OsGELP110, and OsGELP115, which play important roles in the formation of exine, have been identified in rice^55^. NAC domain transcription factors are plant-specific transcription regulators involved in the biosynthesis of plant secondary cell walls^56^. Here, *BraA06g000980.3C* and *BraA02g023130.3C* (GDSL esterase/lipase) are the target genes of *ath-miR845b-p3* and interact with lncRNAs (*MSTRG.9089.1*, *MSTRG.4677.1*, *MSTRG.4306.1*, *MSTRG.25939.1*, *MSTRG.21171*, *MSTRG.19614.1*, *MSTRG.19265.1*, *MSTRG.18069.1*, *MSTRG.17974.1*, *MSTRG.14213.1*, *MSTRG.1403.1*, *MSTRG.13821.1*, *MSTRG.12550.1*, *MSTRG.11661*, *MSTRG.11253.1*, *MSTRG.10845.1*, and *MSTRG.10406.1*) and circRNAs (*circRNA161*, *circRNA146*, and *circRNA106*). 

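Table S11 pairs BraA02g023130.3C with ath-MIR845b-p3_2ss16AT18GT and BraA06g000980.3C with PC-3p-268_4596. ath-MIR845b-p3_2ss16AT18GT, of 18 nt, had 7 reads in ‘Ant’ and was listed at 0 in ‘Mix’, at least 2.26-fold higher (Fisher's exact p = 0.00727). The paper reports that BraA02g023130.3C was expressed far more in ‘Ant’ than in ‘Mix’, so this miRNA and its predicted target were both higher there. PC-3p-268_4596 (A06 674145 to 674320) had 711 reads in ‘Ant’ and 4176 in ‘Mix’, a log2 ratio of -2.60 (interval -2.72 to -2.48).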

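ath-MIR829-p5_2ss9GA17TC has 18 nt, and its precursor is listed at A06 1612559 to 1612702, the same place as that of ath-MIR845b-p3_2ss16AT18GT. The called forms of this precursor were listed at 0 in ‘Mix’. Table S11 pairs ath-MIR829-p5_2ss9GA17TC with BraA05g031610.3C.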

*BraA05g031610.3C*, encoding NAC domain-containing protein, is regulated by 21 DElncRNAs and *ath-miR829-p5*. Five other DEmRNAs encoding NAC domain-containing proteins, namely *BraA10g029650.3C*, *BraA03g044390.3C*, *BraA02g043100.3C*, *BraA08g000170.3C*, and *BraA02g002460.3C*, were the target genes of *ath-miR164a*, *bra-miR164a*, and *mtr-miR164a*, and further interacted with *MSTRG.18058.1*. These regulatory networks may participate in pollen wall formation in Chinese cabbage.

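These miR164 names hold 2 distinct sequences, both lower in ‘Ant’. bra-miR164a (A05 193086 to 193177) had 4679 reads in ‘Ant’ and 12988 in ‘Mix’, a log2 ratio of -1.52 (interval -1.57 to -1.47). ath-miR164a_1ss21AT and mtr-miR164a_1ss21AT share a sequence with 109.5 reads in ‘Ant’ and 304.5 in ‘Mix’, with an interval of -1.84 to -1.19 on the log2 scale. None of the 3 names was called at the assumed coefficient of variation of 0.4.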

Anther dehiscence determines the success of sexual reproduction in flowering plants by releasing pollen grains during pollination and fertilization. Many AP2 genes were downregulated in the anther deficient mutants, which may be related to the regulation of anther development. The putative AP2 interacting protein is involved in many functions of development and stress response, including flower development, pathogenesis, photomorphogenesis, and plant hormone signal transduction^38^. Leucine-rich repetitive receptor-like kinase (LRR-RLK) and mitogen-activated protein kinase (MAPK) pathways have been demonstrated to regulate various aspects of plant growth and development. In *Arabidopsis*, the normal development of anthers depends on the interaction between cells so as to regulate cell proliferation and differentiation, and LRR-RLK and MAPK are involved in anther dehiscence and differentiation^57^. In rice, cellulose synthase-like (CSL) genes play a pivotal role in pollen formation, anther dehiscence, cell proliferation, stomatal formation, and cell arrangement in different tissues^58^. E3 ubiquitin-protein ligase affects the fertility of *Arabidopsis* by affecting anther dehiscence and pollen development^59^. 

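gma-MIR5368-p3_1ss5CA, of 18 nt and paired with BraA09g053910.3C, fell from 2364 reads in ‘Mix’ to 41.5 in ‘Ant’, a log2 ratio of -5.88 (interval -6.34 to -5.42). lus-miR172j_L+1R-1_1ss2GT, paired with BraA06g002340.3C, had 25 reads in ‘Ant’ and 1 in ‘Mix’, at least 8.07-fold higher. ath-miR2936_L-2_1ss3TC, paired with BraA07g039150.3C, had 10 reads in ‘Mix’ and was listed at 0 in ‘Ant’, at least 3.44-fold lower. PC-5p-6811_231, paired with BraA02g019090.3C, and PC-3p-33229_57, paired with BraA09g032810.3C, had log2 ratios of 1.18 and 1.22, and like peu-MIR2916-p3_2ss11CT17GC they were not called at the assumed coefficient of variation of 0.4. The forms paired with BraA04g023740.3C went in opposite directions, since bna-MIR6034-p3 rose from 3 to 198 reads, at least 63.9-fold (log2 interval 4.43 to 8.29), and peu-MIR2916-p3_2ss11CT17GC fell from 7677 to 3431 reads.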

In the present study, *BraA01g001240.3C* and *BraA07g016770.3C* (Ap2), *BraA06g002340.3C*, *BraA07g039150.3C*, *BraA02g019090.3C*, and *BraA09g053910.3C* (LRR-RLK), *BraA09g032810.3C* (MAPK), *BraA04g023740.3C* (CSL), *BraA04g030860.3C*, *BraA09g002120.3C*, *BraA09g053230.3C*, *BraA10g004630.3C*, and *BraA05g035100.3C* (E3 ubiquitin-protein ligase), and their related ceRNAs are possibly involved in anther dehiscence and differentiation.

These results extend the regulatory network of anther development by adding new regulatory ceRNA–miRNA–target gene relationships. Here, all identified lncRNAs, circRNAs, miRNAs, target genes, and their interactions provide a meaningful database for future research. However, to understand the biological process of anther development, further experimental research and computational analyses are required.

## Materials and methods

### Plant materials

In this study, the Chinese cabbage double haploid (DH) line ‘FT’, obtained from an isolated microspore culture, was used as the material^60^. The samples consisted of the following two parts. (1) On August 10, the DH ‘FT’ seeds germinated at room temperature were sown in a greenhouse of Shenyang Agricultural University after vernalization at 4 °C for 20 days. During flowering, the flower buds of different sizes were collected, the anthers were stripped out, and the anthers at different development stages were mixed and named “Ant.” (2) On August 10, the DH ‘FT’ seeds germinated at room temperature were sown in the greenhouse of Shenyang Agricultural University. When the seedlings grew to the four true-leaf stage, the entire plant was taken out and cleaned, and then the whole vegetative mass (including the root, stem, and leaf) was sampled and named “Mix.” The samples were quickly frozen in liquid nitrogen and completely ground for RNA extraction.

### RNA library construction and sequencing

Total RNA from ‘Ant’ and ‘Mix’ samples was extracted using TRIzol reagent (Invitrogen, CA, USA). RNA content and purity were analyzed using a Bioanalyzer 2100 (Agilent, CA, USA) and NanoDrop 2000 (Thermo, DE, USA). According to the TruSeq small RNA sample preparation kit (Illumina, San Diego, USA), the small RNA libraries of ‘Ant’ and ‘Mix’ were prepared with approximately 1 µg of total RNA. Then, the single terminal was sequenced on an Illumina Hiseq 2500 (LC-BIO, China).

For mRNA, lncRNA, and circRNA, the total RNA representing a specific fat type was used to consume ribosomal RNA according to the Epicenter Ribosomal RNA Zero Gold kit (Illumina). Purified poly (A)- or poly (A) + RNA fragments were cut into small pieces with divalent cations. Then, according to the mRNA-Seq sample preparation kit (Illumina), the RNA fragments were reverse transcribed to create the final cDNA library, with an average insertion size of 300 bp (± 50 bp) for the paired-end library. The paired ends were sequenced using an Illumina Hiseq 4000 (LC-BIO).

### miRNA identification and target gene prediction

After removing bases with adapter dimer and low complexity, common RNA families (tRNA, rRNA, sonRNA, and snRNA) and duplication from the raw reads, which were unique sequences of 18–25 nucleotides were mapped to specific species precursors in miRBase 21.0 to identify known and novel miRNAs. We analyzed the expression of miRNAs in ‘Ant’ and ‘Mix’ libraries and compared the two libraries in pairs to identify differentially expressed miRNAs (DEmiRNAs). When |log2(Fold change)|> 1 and *P *value ≤ 0.05, miRNA was considered to be differentially expressed between ‘Ant’ and ‘Mix’ libraries. To predict the miRNA-targeted genes and determine the miRNA binding sites, we used a target finder algorithm (Target Finder 50), and the alignment score value was used as the screening standard^61^. The miRNA and mRNA were compared, and complementary pairing in the comparitive position was scored^62^. The default maximum alignment score in this study was 4 points. GO terms and KEGG pathways of miRNA targets were also annotated. GO terms were enriched using Blast2GO by referring to the GO database^63^. KEGG pathway analysis was performed with reference to the KEGG pathway database (www.kegg.jp/kegg/kegg1.html)64.

### Identification and differential expression analysis of mRNA, lncRNA, and circRNA

The reads containing adapter contamination, undetermined bases, and low-quality bases were removed using Cutadapt^65^. FastQC was used to verify sequence quality (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The clean reads were mapped on to the *Brassica rapa* v3.0 reference genome according to Bowtie2^66^ and Tophat2^67^, and the mapped reads were assembled using StringTie^68^. After the final transcriptome generation, the expression levels of all transcripts were estimated using StringTie and Ballgown^69^. Differentially expressed mRNAs (DEmRNAs) were identified when |log2 (fold change)|> 2 and *P* value ≤ 0.01.

Transcripts that overlapped with known mRNAs and those less than 200 bp were discarded. CNCI^70^, CPC^71^, and Pfam^72^ were used to predict transcripts with encoding potential. Transcripts with a CNCI score < 0 and a CPC score < − 1 were deleted. The rest of the class codes (I, j, o, u, x) were considered lncRNAs, which may play cis roles in adjacent target genes. To investigate the function of lncRNAs, the cis-target genes of lncRNAs were predicted. In this study, Perl script was used to screen 100 Kb upstream and downstream of coding genes. Then, we determined the functional analysis of lncRNA target genes using internal scripts. A standard of | log2 (fold change) |> 1 and *P* value ≤ 0.05 were used to screen differentially expressed lncRNAs (DElncRNAs).

A circexplorer^69,71^ was used to assemble the mapped reads to circRNAs; following this, tophat-fusion and CIRCExplorer recognized the reverse splicing reads in the unmapped reads. Based on the structural characteristics and splicing sequence characteristics of circRNAs, we used the following criteria to identify circRNAs: (1) mismatch ≤ 2; (2) back-spliced junction reads ≥ 1; and (3) distance between two splice sites < 100 Kb. The expression of circRNAs was calculated using in-house scripts. The R package edgeR^70^ was used to identify differentially expressed circRNAs (DEcircRNAs) between ‘Ant’ and ‘Mix’ libraries with the criteria of P-value ≤ 0.05 and | log2 (fold change) |> 1.

The GO terms and KEGG pathways of mRNAs, lncRNAs, and circRNAs were also annotated^63,64^.

### Construction of ceRNA network

In this study, ceRNA analysis was divided into two parts: miRNA–mRNA and miRNA–lncRNA/circRNA. Target finder software was used for miRNA–mRNA analysis, and the alignment score value was used as the screening standard. The prediction results were scored by comparing the strands of miRNA and mRNA and complementary pairing in comparative positions was scored—one point for a mismatch or missing nt, 0.5 points for a G:U pairing, and double penalty point for a G:U pairing in the core area, starting from the 2^nd^ to the 13^th^ nt of miRNA in the core area. The alignment score indicated the degree of matching between the target gene and miRNA. The lower the score, the more complete and credible the match. The default maximum penalty score in this study was four points. Search 36 (36.3.6) was used for miRNA–lncRNA/circRNA analysis with the following rules^73^: (1) bulges must be on the ncRNA and in the middle of the miRNA; (2) at most, four mismatches were allowed in positions other than the middle of the miRNA, and continuous mismatches could not exceed two; (3) bulges were not allowed in positions other than the middle of the miRNA. The software predicted the target binding relationship between miRNA and mRNA (3' UTR), lncRNA, and circRNA, and then constructed the ceRNA relationship pairs with circRNA/lncRNA–miRNA–mRNA based on common miRNA binding. The network diagram was constructed using Cytoscape (https://cytoscape.org) to visualize the regulatory relationship.

### Quantitative real-time PCR (qRT-PCR)

The expression levels of selected DEmRNAs, DEmiRNAs, DEcircRNAs, and DElncRNAs were validated by qRT-PCR. Total RNAs and small RNAs of ‘Ant’ and ‘Mix’ were extracted using an RNApure Total RNA Kit (Aidlab, RN03, China). RNA was reverse transcribed using an Evo M-MLV RT Kit II (Accurate Biotechnology, AG11711, China). Oligo dT primers and random 6-mer primers were used to construct the 1st strand cDNA for quantitative analysis of mRNAs and lncRNAs. The miRNAs were reverse-transcribed using the downstream primers of U6 endogenous reference gene and the specific stem-loop primers. The circRNAs were reverse-transcribed using the qRT‒PCR downstream primers and random 6-mer primers. qRT-PCR was performed using a SYBR® Green Premix Pro Taq HS qPCR Kit (Accurate Biotechnology) with an ABI 7300 instrument (Thermo Fisher Scientific, Waltham, MA, USA). The qRT-PCR procedure was as follows: 50 °C for 2 min; 95 °C for 30 s; 40 cycles at 95 °C for 5 s and 60 °C for 30 s; 95 °C for 15 s; 60 °C for 1 min; and 95 °C for 15 s. U6 was used as an endogenous control for the miRNAs. Actin was used as an endogenous control for circRNAs, lncRNAs, and mRNAs. All qRT-PCR reactions were performed in three technical replicates and three biological replicates. The primer sequences are listed in Table S12. RT is the specific stem-loop primers used to amplify miRNAs.

### Promoter activity assay

The promoter region, which was 2000 bp upstream of the anther predominant expression gene, was amplified and a recombinant plasmid was obtained by connecting the target fragment with a pC1301IgT vector and transferred into *Escherichia coli* DH5 α competent cells. The expression vector was transformed into *Agrobacterium tumefaciens* GV3103 competent cells and was introduced into wild-type *Arabidopsis* according to the *Agrobacterium*-mediated floral-dip method^74^. The positive transgenic *Arabidopsis* was separately screened on MS solid medium containing 30 μg/mL hygromycin and then validated using PCR. Finally, GUS staining was performed on transgenic plants^75^.

### Ethics approval and consent to participate

The current study complies with relevant institutional, national, and international guidelines and legislation for experimental research and field studies on plants (either cultivated or wild), including the collection of plant material.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

Supplementary Information 10.

Supplementary Information 11.

Supplementary Information 12.

Supplementary Information 13.

Supplementary Information 14.

Supplementary Information 15.

Supplementary Information 16.

Supplementary Information 17.

## Data Availability

The datasets supporting the conclusions of this article are included within the article and its additional files. The transcriptome sequencing data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) Database under accession number GSE171705 and GSE171706. Genomic sequences and gene annotation information of *Brassica rapa* were downloaded online at http://brassicadb.cn/#/.

# Supplementary material for: Whole-transcriptome analysis and construction of an anther development-related ceRNA network in Chinese cabbage (Brassica campestris L. ssp. pekinensis)
**Source:** Sci Rep. 2022 Feb 17;12:2667. doi: 10.1038/s41598-022-06556-2
**Supplement:** Supplementary file 4 — Supplementary Information 4.

**Supplementary figures and tables legends**

**Fig. S1** Comparison of structural characteristics and expression levels of lncRNA with mRNA. (a) transcript length distribution of lncRNA and mRNA; (b) exon number of lncRNA and mRNA; (c), (d) ORF length distribution of lncRNA and mRNA; (e) expression levels of lncRNA and mRNA.

**Fig. S2** qRT-PCR analysis of differentially expressed mRNAs (a), lncRNAs (b), circRNAs (c), and miRNAs (d) in anther (‘Ant’), and vegetative mass of four true leaves (‘Mix’) samples.

**Fig. S3** qRT-PCR analysis of six differentially expressed mRNAs in different floral organs. S: sepal, Pe: petal, Pi: pistil, A: anther, F: filament.

**Table S1**: Summary of valid data from the anther (‘Ant’), and vegetative mass of four true leaves (‘Mix’) sRNA libraries.

**Table S2**: Length and count characteristics of the sequencing results.

**Table S3**: Summary of total miRNA, mRNA, lncRNA, and circRNA identified in this study.

**Table S4**: Summary of miRNA families identified in this study.

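The miRNA sheet of this table gives, for each miRNA called by the authors, its sequence, direction, log2 ratio, a p-value from each test and the normalized reads. It lists 585 names with 535 distinct sequences, and all 585 were called in the same direction from the authors' table of expressed miRNAs. The recomputed log2 ratios differed from the listed ones by at most 0.01. Of 507 Fisher's exact p-values compared, 6 differed by more than 0.1 on the log10 scale, the most for ath-miR397b_R+1_1ss13TG, with 5.17e-150 in the paper's table and 5.48e-149 recomputed. The 1 further name called was PC-3p-152680_12, chosen for mention after its values were seen, with 21 reads in ‘Ant’ and 10 in ‘Mix’ (Fisher's exact p = 0.0481), which was not called with scaling by valid reads.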

**Table S5**: Summary of differentially expressed (DE) miRNAs, mRNAs, lncRNAs, and circRNAs identified in this study.

**Table S6**: Summary of miRNA target gene prediction.

**Table S7**: List of GO terms for differentially expressed (DE) miRNAs, mRNAs, lncRNAs, and circRNAs.

**Table S8**: Kyoto Encyclopedia of Genes and Genome (KEGG) pathway assignments for differentially expressed (DE) miRNAs, mRNAs, lncRNAs, and circRNAs.

**Table S9**: Summary of the RNA sequencing data.

**Table S10**: Co-expression relationship of lncRNAs and mRNAs.

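This table lists relationships in which a lncRNA or circRNA and an mRNA are predicted targets of the same miRNA. Its 450 entries join 55 miRNA names with 49 mRNAs, 196 lncRNAs and 17 circRNAs. Several miRNA names in it share a sequence, so that BraA07g016770.3C, for example, is paired with 10 names and 5 sequences.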

**Table S11**: Summary of ceRNA relationships.

**Table S12**: Primers used for qRT-PCR.

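A stem-loop primer carries the reverse complement of the 3′ end of a miRNA and starts its reverse transcription, and a forward primer carries the start of the miRNA sequence behind a tail. The specific part of each of the 7 forward miRNA primers is the start of the miRNA in its row. The primers listed as RT for these 7 miRNAs carry the same tail, and the specific part of each is the start of another miRNA of the authors' table.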

# Supplementary material for: Whole-transcriptome analysis and construction of an anther development-related ceRNA network in Chinese cabbage (Brassica campestris L. ssp. pekinensis)
**Source:** Sci Rep. 2022 Feb 17;12:2667. doi: 10.1038/s41598-022-06556-2
**Supplement:** Supplementary file 5 — Supplementary Information 5.

**Supplementary figures**

**
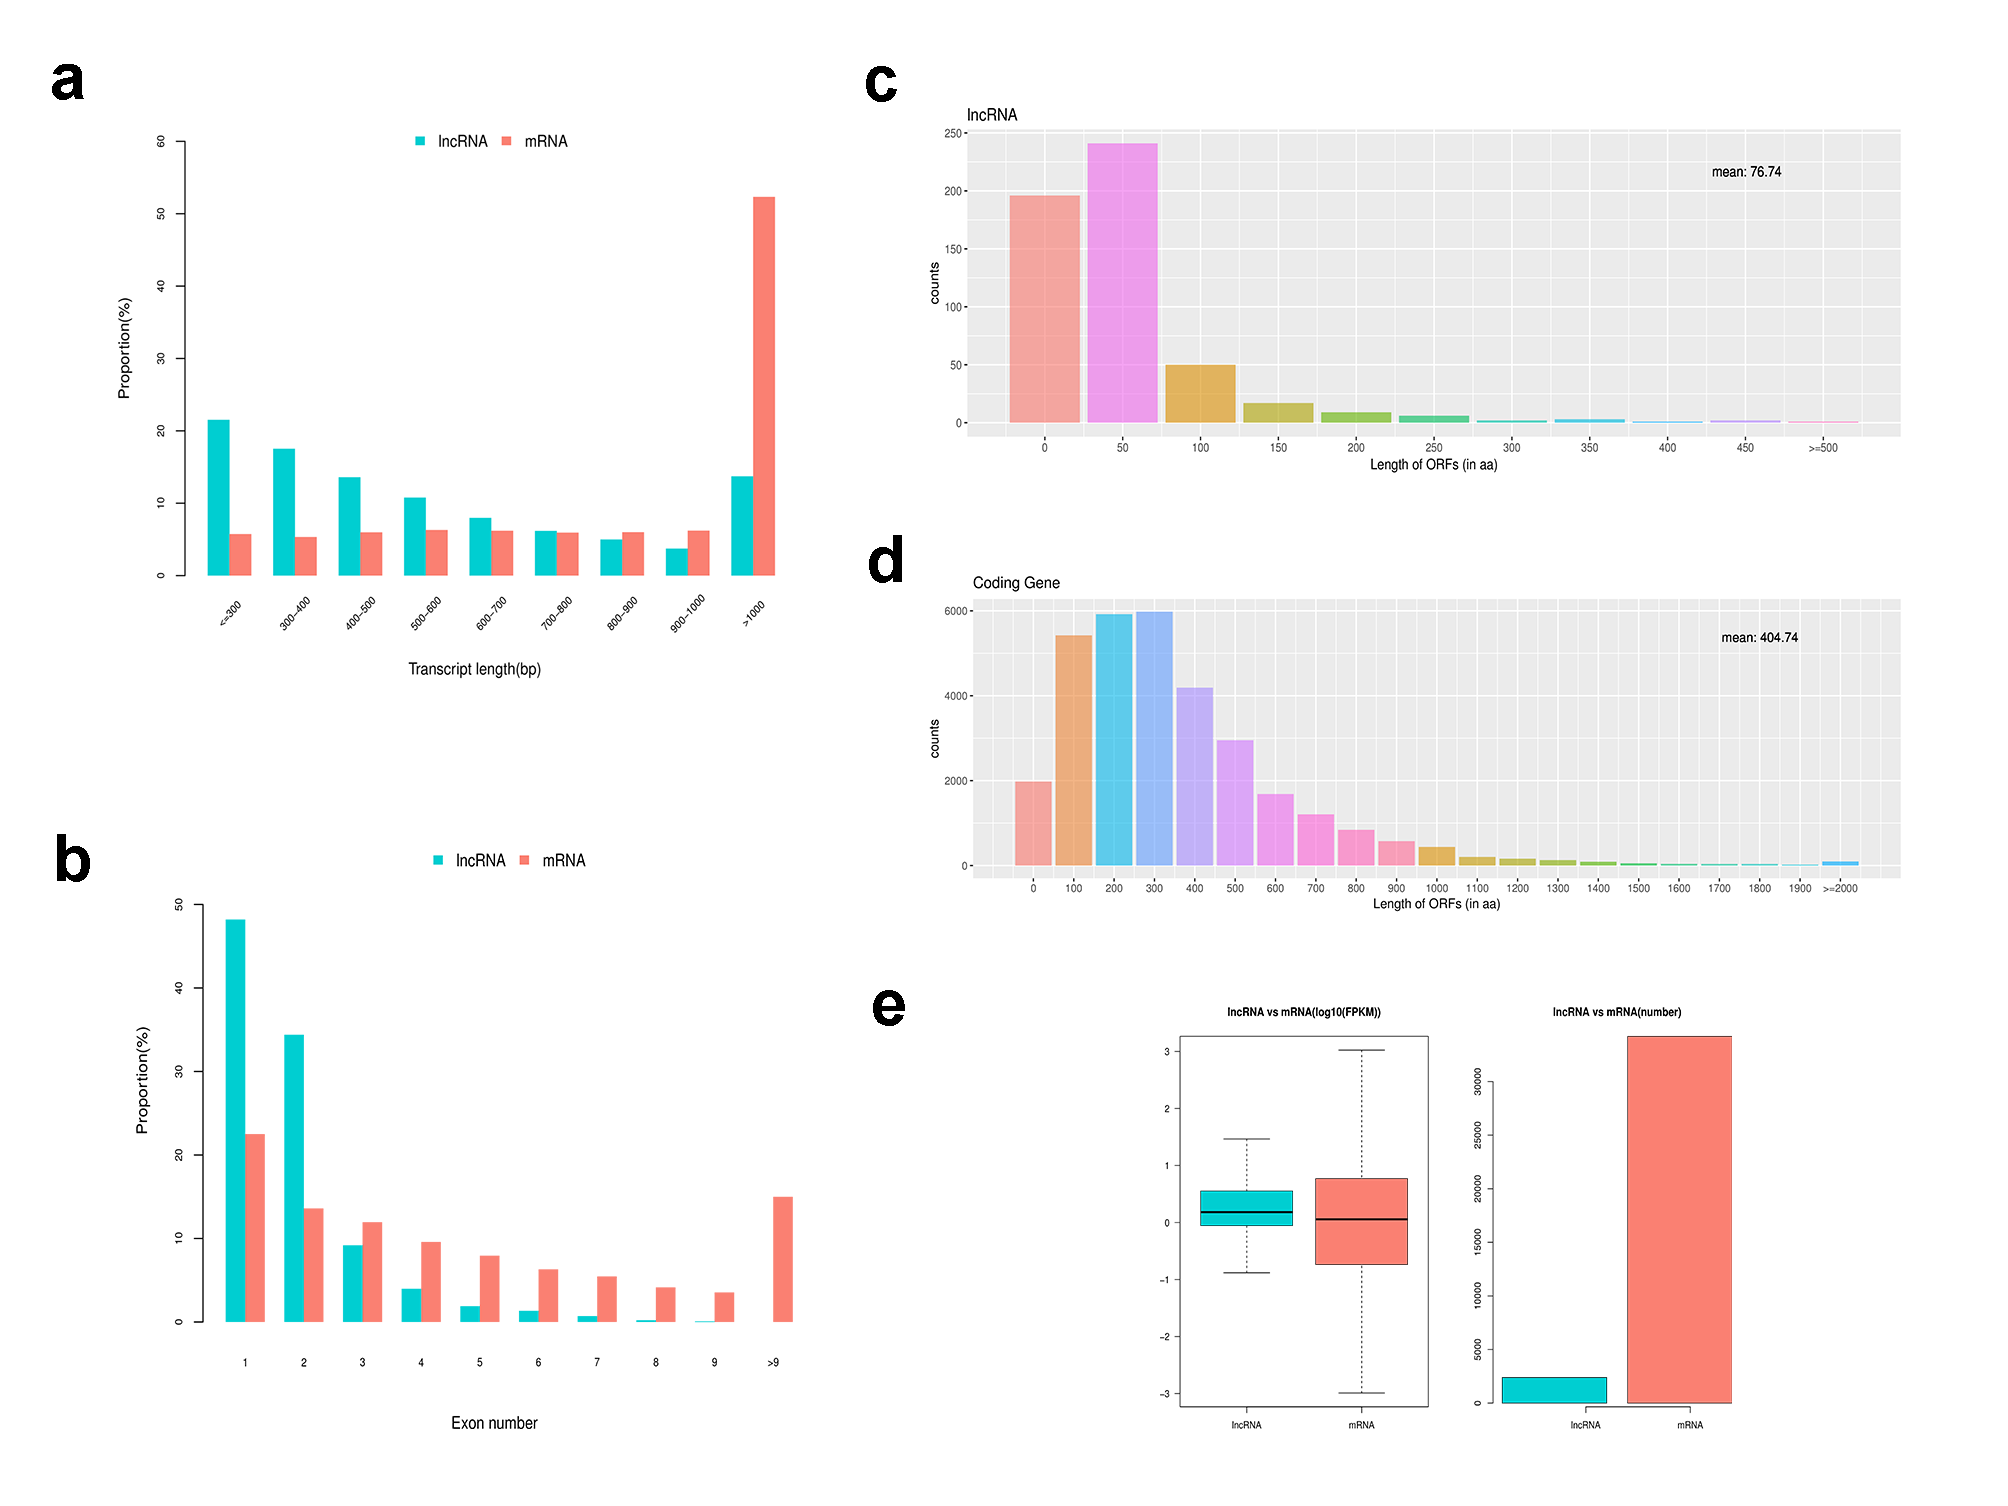
**

**Fig. S1** Comparison of structural characteristics and expression levels of lncRNA with mRNA. (a) transcript length distribution of lncRNA and mRNA; (b) exon number of lncRNA and mRNA; (c), (d) ORF length distribution of lncRNA and mRNA; (e) expression levels of lncRNA and mRNA.

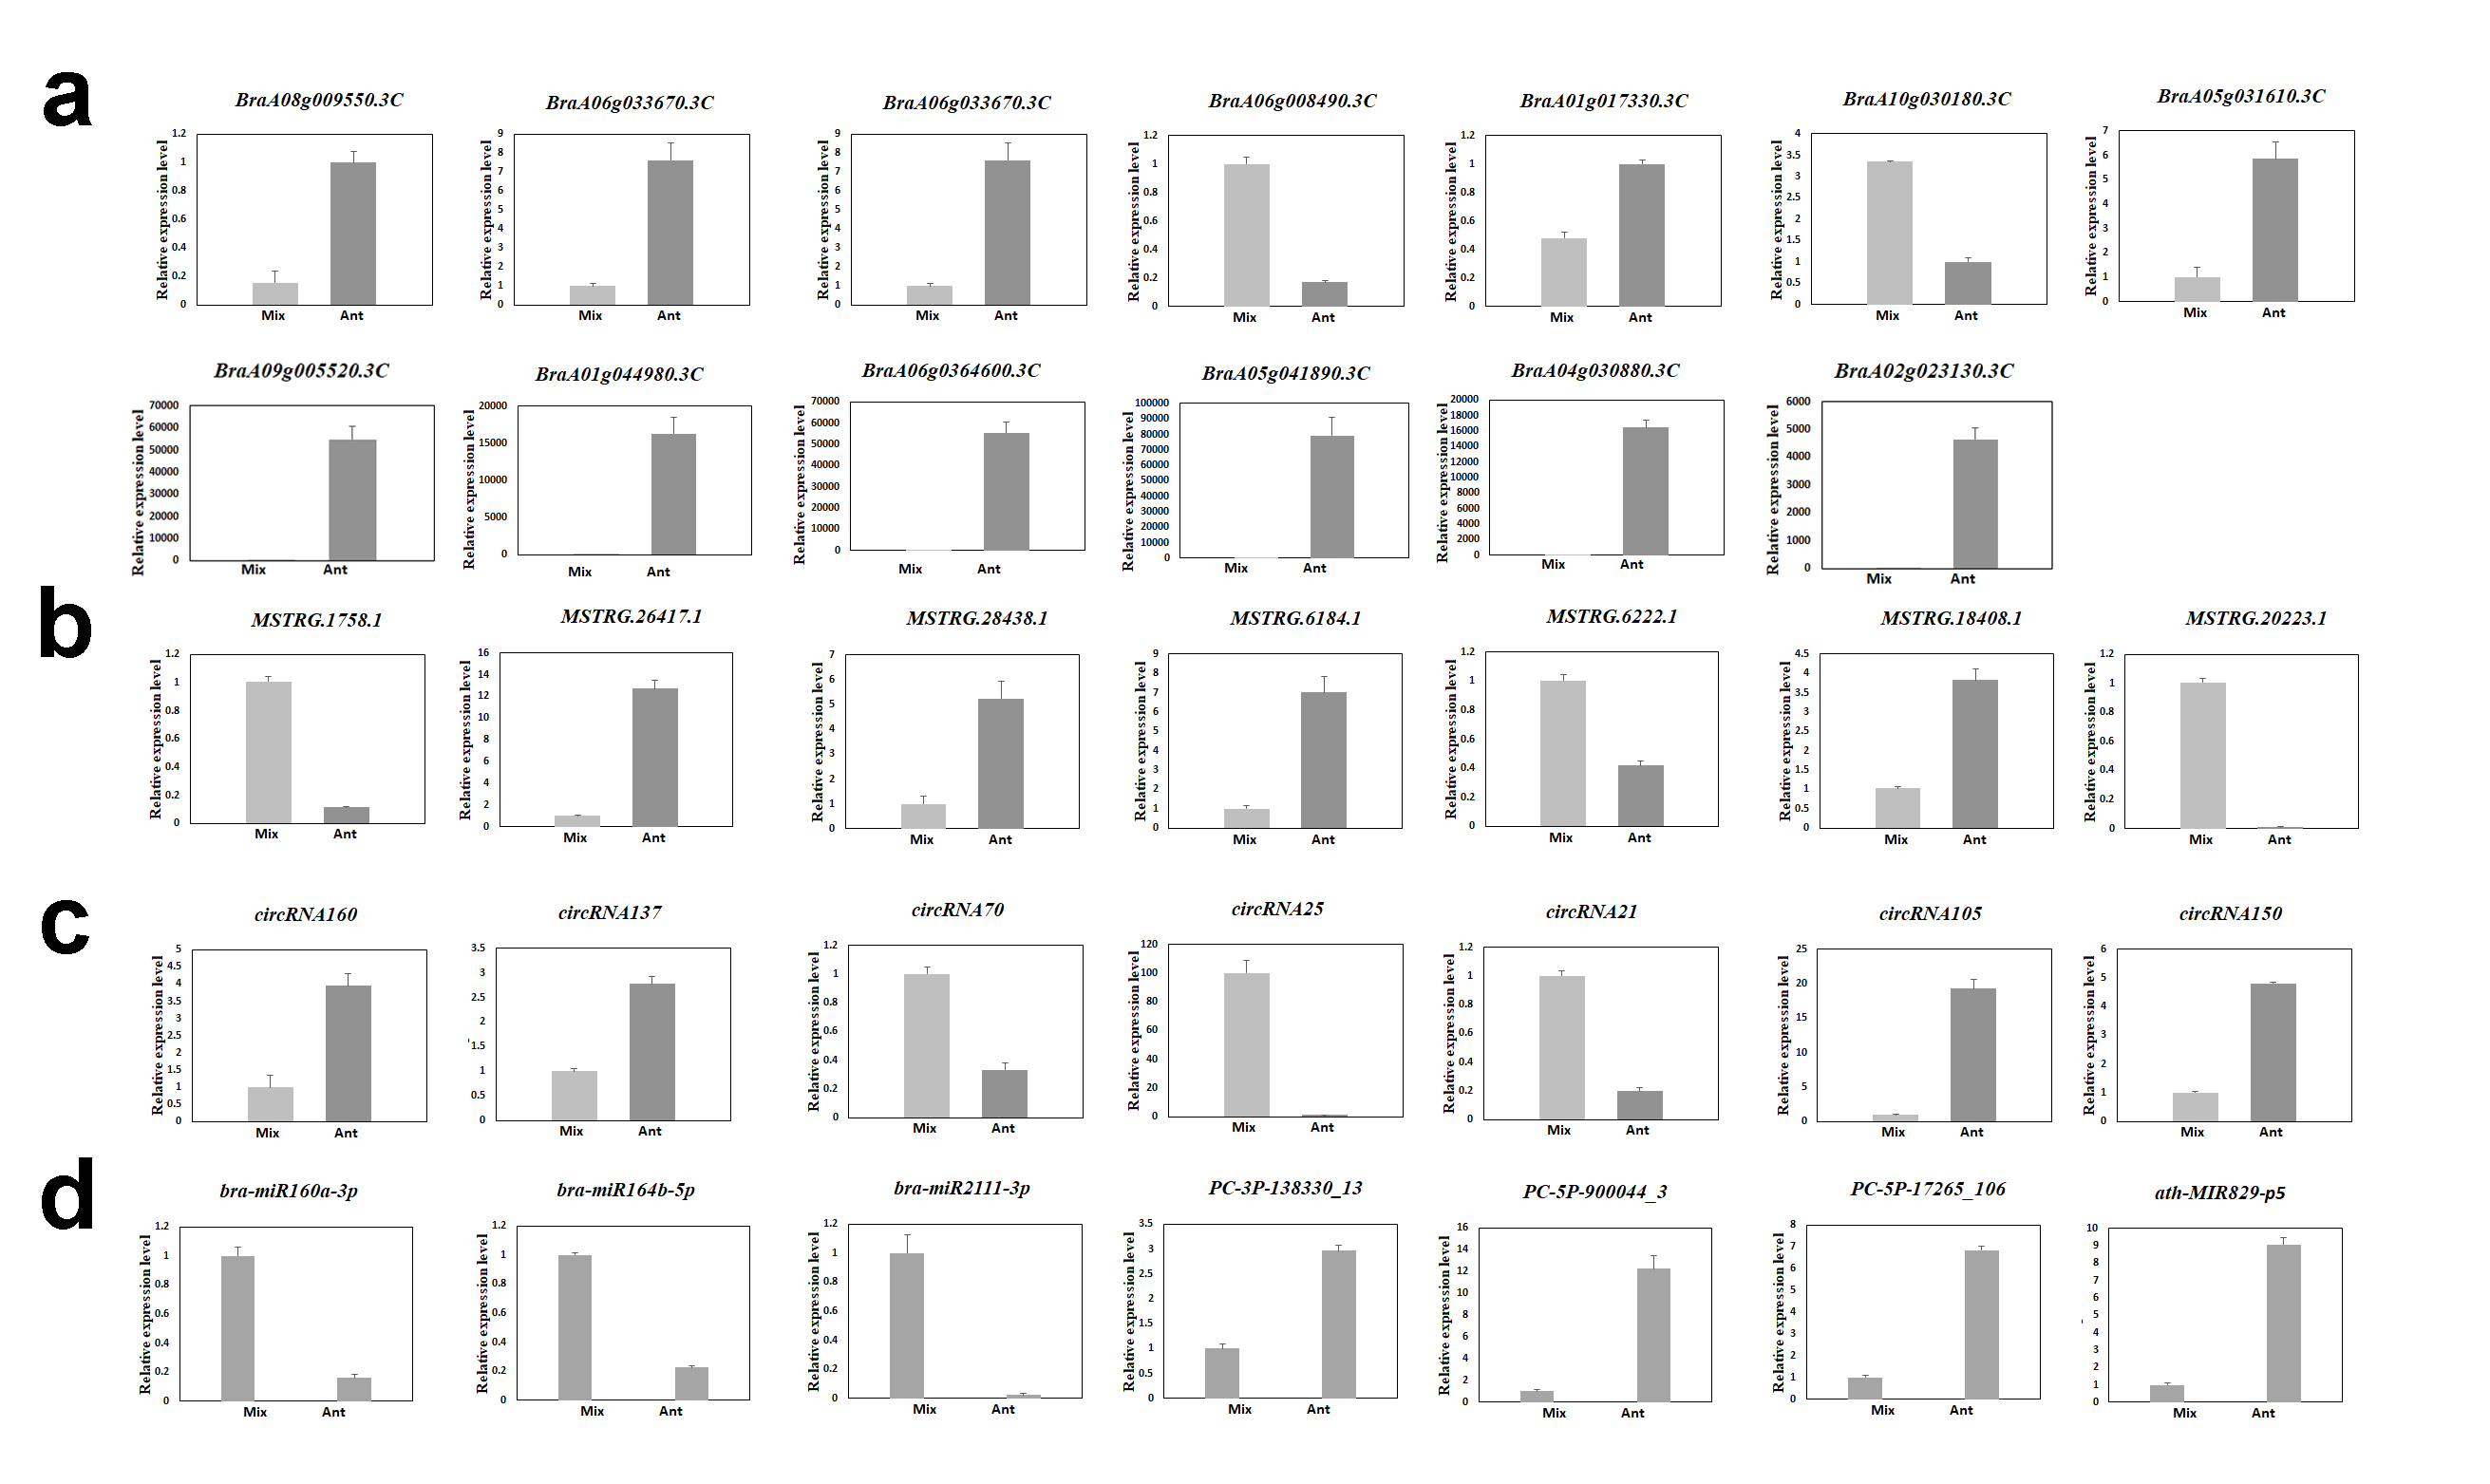

**Fig. S2** qRT-PCR analysis of differentially expressed mRNAs (a), lncRNAs (b), circRNAs (c), and miRNAs (d) in anther (‘Ant’), and vegetative mass of four true leaves (‘Mix’) samples.

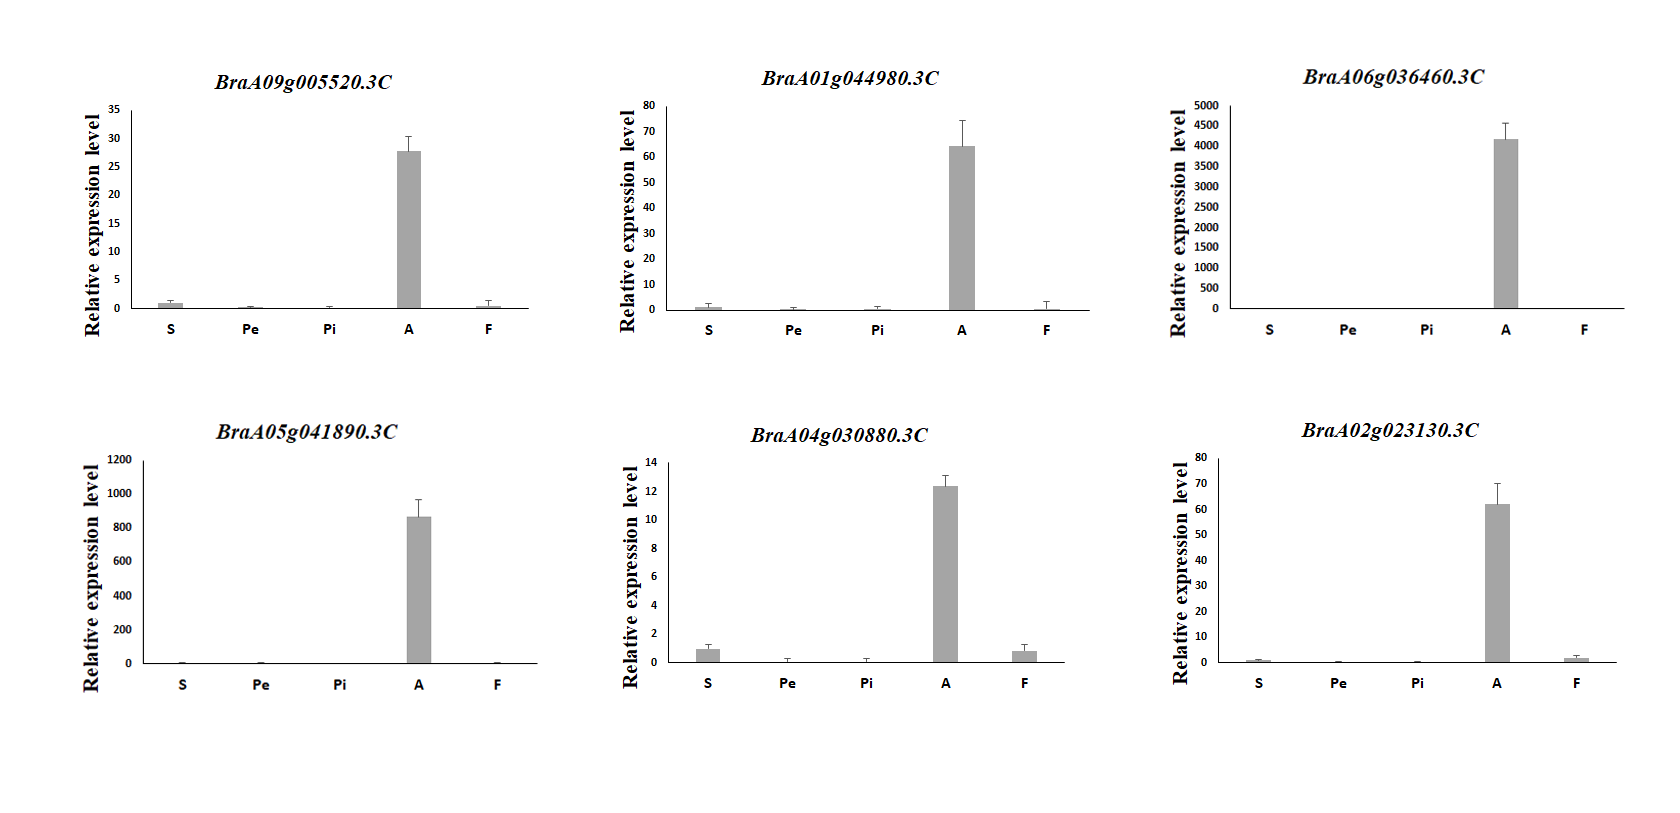

**Fig. S3** qRT-PCR analysis of six differentially expressed mRNAs in different floral organs. S: sepal, Pe: petal, Pi: pistil, A: anther, F: filament.

# Supplementary material for: Whole-transcriptome analysis and construction of an anther development-related ceRNA network in Chinese cabbage (Brassica campestris L. ssp. pekinensis)
**Source:** Sci Rep. 2022 Feb 17;12:2667. doi: 10.1038/s41598-022-06556-2
**Supplement:** Supplementary file 6 — Supplementary Information 6.

**Table S1** Summary of valid data from the anther (‘Ant’), and vegetative mass of four true leaves (‘Mix’) sRNA libraries

|  | Mix | | | | Ant | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Total | % of Total | Unique | % of Unique | Total | % of Total | Unique | % of Unique |
| Raw reads | 22291255 | 100.00 | 6231290 | 100.00 | 24706757 | 100.00 | 8221376 | 100.00 |
| 3ADT&length filter | 7481322 | 33.56 | 1501258 | 24.09 | 8554172 | 34.62 | 2180799 | 26.53 |
| Junk reads | 76680 | 0.34 | 56039 | 0.90 | 150809 | 0.61 | 99477 | 1.21 |
| Rfam | 1438500 | 6.45 | 115116 | 1.85 | 1133393 | 4.59 | 71058 | 0.86 |
| mRNA | 1037508 | 4.65 | 335078 | 5.38 | 1554315 | 6.29 | 444538 | 5.41 |
| Repeats | 57038 | 0.26 | 9939 | 0.16 | 44401 | 0.18 | 11790 | 0.14 |
| Valid reads | 12257469 | 54.99 | 4222985 | 67.77 | 13351418 | 54.04 | 5419915 | 65.92 |

# Supplementary material for: Whole-transcriptome analysis and construction of an anther development-related ceRNA network in Chinese cabbage (Brassica campestris L. ssp. pekinensis)
**Source:** Sci Rep. 2022 Feb 17;12:2667. doi: 10.1038/s41598-022-06556-2
**Supplement:** Supplementary file 7 — Supplementary Information 7.

|  | Mix | | | | Ant | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Length | Total | % of Total | Unique | % of Unique | Total | % of Total | Unique | % of Unique |
| 18 | 639722 | 5.22 | 127503 | 3.02 | 166943 | 1.25 | 51890 | 0.96 |
| 19 | 767257 | 6.26 | 174116 | 4.12 | 284211 | 2.13 | 107227 | 1.98 |
| 20 | 1037156 | 8.46 | 227599 | 5.39 | 685082 | 5.13 | 198606 | 3.66 |
| 21 | 2771419 | 22.61 | 435640 | 10.32 | 3429790 | 25.69 | 650010 | 11.99 |
| 22 | 1359015 | 11.09 | 402555 | 9.53 | 1847355 | 13.84 | 700536 | 12.93 |
| 23 | 1617763 | 13.20 | 788618 | 18.67 | 1935872 | 14.50 | 907564 | 16.74 |
| 24 | 3604278 | 29.40 | 1920445 | 45.48 | 4753412 | 35.60 | 2705596 | 49.92 |
| 25 | 460859 | 3.76 | 146509 | 3.47 | 248753 | 1.86 | 98486 | 1.82 |
| Valid reads | 12257469 |  | 4222985 |  | 13351418 |  | 5419915 |  |

**Table S2** The length and counts characteristics of the sequencing results

# Supplementary material for: Whole-transcriptome analysis and construction of an anther development-related ceRNA network in Chinese cabbage (Brassica campestris L. ssp. pekinensis)
**Source:** Sci Rep. 2022 Feb 17;12:2667. doi: 10.1038/s41598-022-06556-2
**Supplement:** Supplementary file 14 — Supplementary Information 14.

**Table S9** Summary of the RNA-seq data

| Sample name | Mix | Ant |
| --- | --- | --- |
| Raw reads | 141748652 | 139573514 |
| Raw bases | 21.26G | 20.94G |
| Valid reads | 139969178 | 136757604 |
| Valid bases | 21.00G | 20.51G |
| Q20(%) | 99.66 | 99.64 |
| Q30(%) | 95.97 | 96.26 |
| GC(%) | 44 | 44 |
| Total mapped reads | 128848721 (92.06%) | 121717101 (89.00%) |
| Multiple mapped reads | 36084886 (25.78%) | 30184399 (22.07%) |
| Unique mapped reads | 92763835 (66.27%) | 91532702 (66.93%) |
| Non-splice reads | 96256969 (68.77%) | 74279988 (54.32%) |
| Splice reads | 20130727 (14.38%) | 40654446 (29.73%) |
| Valid Ratio | 98.74% | 97.98% |
| PE mapped reads | 120946664 (86.41%) | 113661104 (83.11%) |
| Reads map to sense strand | 57824573 (41.31%) | 57291787 (41.89%) |
| Reads map to antisense strand | 58563123 (41.84%) | 57642647 (42.15%) |

How the deposited data were processed for this re-analysis (not part of the article)

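Small RNA libraries of anthers (‘Ant’) and of the vegetative mass of 4 true leaves (‘Mix’) were analysed, with 1 library for each. The authors removed adapters, low-complexity reads and common RNA families, kept 18 to 25 nt, and mapped sequences to miRBase 21.0 and to the genome. The deposited reads per miRNA are estimated counts, and some of them hold fractions. The authors made the normalized signal in the same table by multiplying the reads by 1 factor per library. The authors also deposited, for each precursor, its GC percent, its folding energy and a score made from energy, length and GC percent. No other column of per-sample values was used. Sequencing of mRNA, lncRNA and circRNA was not analysed here.

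The table of the authors was read with 1 entry per miRNA name, and values were rounded to whole numbers for the tests. The paper's methods give the thresholds for calls, and its Table S5 names the tests. Reads were tested with a chi-square test without continuity correction and a two-sided Fisher's exact test on the normalized values, against their totals over names. Calls need both p-values at most 0.05 and an absolute log2 ratio above 1. Log2 ratios have exact binomial intervals at 95%, shares of reads have Wilson intervals, and a value under 3 reads is set to 3 reads for a bound on a ratio. Medians of lists were compared with 10000 random lists drawn within 20 bins of mean reads. Families were formed from the miRNA numbers in names, and arms were paired by the position of the precursor in the genome. No p-value was computed across miRNAs, and no test of the difference between conditions was possible with 1 library each.

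The miRNAs named were chosen by a rule set before the data were examined, when the paper's own tables of called miRNAs had been seen: those the paper names; the 5 largest increases and 5 largest decreases among called names with at least 100 normalized reads in the higher library and reads in both; the 3 most read in each library; the 3 most read of those found in 1 library only, for each library; and the 5 pairs of arms with the largest difference among opposite calls. Others are marked as chosen after their values were seen. Arms were first paired by the precursor index, which repeats within the table and gave impossible pairs; the pairing by position replaced it after that result was seen.

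The calls were tested on simulated data with 200 of 1220 names changed 4-fold, in 20 simulated pairs of libraries for each setting. With counting error alone, 73.6% of the changed names were called in the right direction, and 97.5% of those with a mean of at least 10 reads; 2.03% of the 1020 unchanged names were called. With a biological coefficient of variation of 0.4, 63.6% of changed names and 17.6% of unchanged names were called, about 179 names per pair.

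The alternatives, set with that rule, were each test alone, Benjamini-Hochberg adjustment, scaling by valid reads, by miRNA reads and by TMM factors, valid reads as totals, read minimums, counting by sequence or record, a log2 threshold of 2, pseudocounts of 1 and 10, and edgeR's exact test at assumed biological coefficients of variation of 0.2 and 0.4. edgeR was run on rounded reads, and with library sizes set from the factors of the authors for its exact test. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16. The table of reference genes was not used here, because the build of the precursor positions is not named.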

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

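The use of every test in this part against an explanation was chosen only after the results were seen. The calls of pairs of arms at a coefficient of variation of 0.4 were also an alternative set before.

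A signal was found in sequences that the paper does not discuss. Of 93 distinct sequences without a genome match, 42 were listed at 0 in ‘Ant’ and 3 at 0 in ‘Mix’. Of 50 called miRNAs without a genome match, 40 were lower in ‘Ant’. Of the 93 sequences, 17 have the name of an apple miRNA and no edit to it, so the lean was not limited to these. The 17 had 896.5 reads in ‘Mix’ (0.0643% of its miRNA reads) and 20 in ‘Ant’. All 13 of them with more than 3 reads in a library were lower in ‘Ant’, with a median log2 ratio of -3.78 against the floor. Of the 33 called miRNAs listed at 0 in ‘Ant’, 14 have an apple name. The tables argue against a difference in library depth, since 750 genome-matched sequences with similar reads had a median log2 ratio of 0.49. RNA of another plant in the ‘Mix’ library is a candidate explanation that stays open. It would leave edited apple names, which can be forms of cabbage miRNAs, nearer to 0, but their median was -2.05, and the difference between the medians of -1.74 fell short of the 2 units set for the test. A strain variant of a locus in the genome also stays open: 3 of the 17 have a miRNA number that a genome-matched name shares. This was fewer than the 1 in 2 set for the test, which counted against a strain variant, but a number missing from the table was afterwards judged to exclude nothing. The unedited names with most reads in ‘Mix’ were mdm-miR482b and mdm-miR7125, with 290 and 133. A difference between the tissues was not tested and stays open.

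A second signal was found in the arms of precursors. Of 513 pairs of products from both arms of a precursor, 160 had both products called, 132 in the same direction and 28 in opposite directions. Sequences recur among them, and the 28 hold 20 distinct pairs of sequences, of 133 distinct pairs with both products called. The largest differences were between bna-MIR172c-p5 (log2 5.44) and bna-miR172b, between bra-miR164a and bra-MIR164a-p3 (log2 5.53), between aly-miR393a-5p_1ss22CT (log2 4.21) and ptc-miR393a-3p_1ss18GA (log2 -2.37), and between ath-miR170-5p (log2 -3.45) and bra-miR171e (log2 1.54), whose sequences recur in cas-miR170 and cas-miR171a-3p_R-1. The records argue against reads shared between loci for 2 pairs, those of cas-miR408 and bra-miR400-3p, named after their values were seen. Each of their products has 1 record and whole read numbers, and no record elsewhere in the genome shares 16 nt with it. For the other 26, reads shared between loci stay open, because the reads cannot be assigned to 1 locus. Variation between plants with no change, at a biological coefficient of variation of 0.4, gave as many as 28 opposite pairs in 0 of 200 simulated pairs of libraries, with a median of 8.0 and at most 16; larger variation was not tested. Counted as distinct pairs of sequences, 0 of the 200 reached 20, with a median of 7.0 and at most 15. Variation between plants did fit the 2 pairs, since 113 of the 200 simulations had as many such pairs. Neither pair was called on both arms at that coefficient, which cannot decide because both were chosen for the pattern. The simulations replaced a first test, run only on the 28 pairs themselves, in which 4 (14.3%) were called on both arms at that coefficient; a test on pairs chosen for the pattern cannot decide. Shared reads for the 26 pairs and variation between plants for the 2 may together account for the pattern, so no difference in arm use is drawn from it. A difference between the tissues was not tested and stays open.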

How the results depend on the processing

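No paired analysis was possible because each condition has 1 library, and leaving a library out leaves no comparison. The number of calls stayed between 434 and 656 under each alternative but 2, against 586. With at least 10 reads in both libraries there were 273 calls, 123 higher and 150 lower in ‘Ant’, since fewer names were tested and names at 0 were left out; the share of calls that were higher was 45.1% in place of 56.5%. With edgeR's exact test at an assumed biological coefficient of variation of 0.4 there were 378 calls, 210 higher and 168 lower, all among the 586; 34 network miRNAs were called, 14 of them lower; and 4 pairs of arms were called in opposite directions. The test then allows for variation between plants that the chi-square and Fisher's exact tests leave out. With up to 3 reads counted as absent, the called miRNAs found in 1 library numbered 151 for ‘Ant’ and 64 for ‘Mix’, because more names meet the wider limit. With each sequence counted once in place of each read, 49.1% of the sequences of both libraries together had 21 nt and 23.8% had 24 nt. Of the sequences with reads in a library, a count chosen after seeing the data, 48.8% had 21 nt and 24.8% had 24 nt in ‘Mix’, and 49.4% and 25.0% in ‘Ant’. Of the 274 sequences of 24 nt, 211 are PC-named, and PC-named sequences hold 1.30% of the miRNA reads in ‘Mix’ and 1.43% in ‘Ant’; the cause was not tested further.

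The family total of MIR172 had a log2 ratio of 0.17 over distinct sequences and of -0.13 over all names; the cause was not tested. Of the single miRNAs of the network, of qRT-PCR and named elsewhere, 30 were no longer called at the coefficient of 0.4; scaled by valid reads, 1 was no longer called and none changed direction. Of the 10 names with the largest changes, 6 stayed with reads under the floor set to 3, an alternative chosen after seeing the data. Numbers of known and PC-named calls in each direction moved beyond 1.5 times 4 times with at least 10 reads in both libraries, 2 times at the coefficient of 0.4, 2 times with a pseudocount of 10 and 1 time with a log2 threshold of 2. The median log2 ratio over names was 0.24 with the scaling of the authors, 0.17 by valid reads, 0.27 by miRNA reads and 0.19 by TMM factors. With 1 library each, no alternative measures the variation between plants.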

Differences from the paper's values

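No value of the paper's text differed by more than 1.5 times from the value computed with the settings reported.

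The paper states that the qRT-PCR patterns of its miRNAs were those of the sequencing. Fig. S2d shows bra-miR2111-3p lower in ‘Ant’, and its reads rose from 5 to 128. Fig. S2d shows PC-3p-138330_13 higher in ‘Ant’, and its reads fell from 18.5 to 1. Both were called in the direction of their reads also with scaling by valid reads and with edgeR's exact test at the coefficient of variation of 0.4. The paper's text names BraA06g000980.3C as a target of ath-miR845b-p3, while its Table S11 pairs this gene with PC-3p-268_4596.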

Other observations

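The test on primers was chosen only after the result was seen; the criterion of the test on read numbers was written before its result, and the reading of its interval after.

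Of the 7 miRNAs of Fig. S2d, 5 went in the direction of their reads. Primers listed under other names are a candidate explanation for the other 2: each primer listed as RT carries, behind its tail, the start of another miRNA. This is in part another of the 7, such as bra-miR2111-3p in the row of PC-5p-900044_3. The forward primers of bra-miR2111-3p and PC-3p-138330_13 start only the miRNA of their own row. If these were the primers used, this counts against the explanation. When every miRNA that such a primer matches has to go in the direction of Fig. S2d, 5 of 7 directions match, no more than by name. When only the most read match is taken, 6 of 7 match. The 2 that differ by name, bra-miR2111-3p and PC-3p-138330_13, match under both rules; PC-5p-17265_106 is lost under both, and bra-miR164b-5p under the first, where its matches go both ways. The result depends on the rule for matching and on 7 miRNAs, so the explanation cannot be told apart from none, and no biological explanation was tested.

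Of the called names, 74.3% of the 222 PC-named and 45.6% of the 364 known ones were higher in ‘Ant’. Low read numbers are a candidate explanation. Among calls with at least 100 normalized reads, 60.0% of 30 PC-named (Wilson interval 42.3% to 75.4%) and 40.6% of 207 known ones (34.1% to 47.4%) were higher. The intervals overlap, which met the criterion written for low read numbers, but the first also holds the share without the read minimum, so 30 calls are too few to decide. Other minimums were looked at after the result was seen. With at least 10 reads in at least 1 library, 72.7% of 205 PC-named (66.2% to 78.3%) and 45.2% of 347 known calls (40.1% to 50.5%) were higher, so names with fewer than 10 reads in both libraries do not make the gap. With at least 10 reads in both, 59.0% of 61 (46.5% to 70.5%) and 41.0% of 212 (34.6% to 47.8%) were higher, but that minimum also leaves out names absent from 1 library, whatever the cause, so it cannot tell low reads from a difference between the tissues. A difference between the tissues was not tested and stays open.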
